# Subcellular analysis of pigeon hair cells implicates vesicular trafficking in cuticulosome formation and maintenance

**DOI:** 10.7554/eLife.29959

**Published:** 2017-11-15

**Authors:** Simon Nimpf, Erich Pascal Malkemper, Mattias Lauwers, Lyubov Ushakova, Gregory Nordmann, Andrea Wenninger-Weinzierl, Thomas R Burkard, Sonja Jacob, Thomas Heuser, Guenter P Resch, David A Keays

**Keywords:** pigeon, hair cells, magnetoreception, cuticulosome, Other

## Abstract

Hair cells are specialized sensors located in the inner ear that enable the transduction of sound, motion, and gravity into neuronal impulses. In birds some hair cells contain an iron-rich organelle, the cuticulosome, that has been implicated in the magnetic sense. Here, we exploit histological, transcriptomic, and tomographic methods to investigate the development of cuticulosomes, as well as the molecular and subcellular architecture of cuticulosome positive hair cells. We show that this organelle forms rapidly after hatching in a process that involves vesicle fusion and nucleation of ferritin nanoparticles. We further report that transcripts involved in endocytosis, extracellular exosomes, and metal ion binding are differentially expressed in cuticulosome positive hair cells. These data suggest that the cuticulosome and the associated molecular machinery regulate the concentration of iron within the labyrinth of the inner ear, which might indirectly tune a magnetic sensor that relies on electromagnetic induction.

## Introduction

Hair cells are located in defined sensory epithelia within the vertebrate inner ear, enabling the transduction of sound, motion, and gravity into neuronal impulses (Torres and Giráldez, 1998). This is mediated by mechanical deflection of stereocilia, which are bristle-like projections that emerge from the apical surface of the cell. Displacement of stereocilia opens cation channels via filamentous structures called tip-links, resulting in cation influx, and subsequently neurotransmitter release (Pickles et al., 1984). Stereocilia are composed of tightly packed parallel filaments of f-actin, which taper at their base forming a rootlet that inserts into the cuticular plate (Pollock and McDermott, 2015). The latter is a meshwork of actin at the base of the stereocilia that has a characteristic U-shape and is believed to provide stability to the hair bundle. The kinocillium, with its distinctive core of microtubules, also inserts into the cuticular plate serving as an important guidepost for stereocilia development and orientation (Montcouquiol et al., 2003). These unique structures were initially identified using transmission electron microscopy, but have been further characterized using electron tomographic methods. Insight into the molecules that are required to construct them has resulted primarily from genetic and transcriptomic studies in various model systems (Mburu et al., 2003; Kitajiri et al., 2010; Antonellis et al., 2014; Liu et al., 2014).

Following the studies of Dickman and colleagues, who reported that neurons within the vestibular nuclei of pigeons are responsive to weak magnetic stimuli, we conducted a histological analysis of the inner ear of birds employing the Prussian blue stain which labels ferric iron (Wu and Dickman, 2011, 2012). This led to the discovery of an iron-rich organelle in the cuticular plate of avian hair cells, which was termed the ‘cuticulosome’ (Lauwers et al., 2013). Electron microscopy revealed that cuticulosomes are approximately 400–500 nm in diameter and 25% are encapsulated by a visible membrane. Each cuticulosome consists of tens of thousands of ferritin-like granules, which have a distinct paracrystalline organization in some but not all cases. Cuticulosomes can be found in all sensory epithelia of the inner ear, however, they are most prevalent in the avian equivalent of the organ of Corti. In this structure, known as the basilar papilla, approximately 30% of hair cells are cuticulosome positive. A phylogenic analysis of adult birds revealed that cuticulosomes are an evolutionary conserved feature in a broad range of avian species (e.g. zebra finches, ducks, chickens and ostriches) but are absent in mice, humans and fish. The function of this curious organelle is currently unknown. While it may play a role in the magnetic sense of aves or in the stabilization of stereocilia (Wu and Dickman, 2011; Jandacka et al., 2015), its presence might simply reflect the late onset accumulation of iron which has been described in some neurodegenerative disorders (Xie et al., 2014).

Accordingly, we set out to investigate the developmental maturation of cuticulosomes in pigeons, as well as the molecular and subcellular architecture of cuticulosome positive hair cells. Exploiting electron microscopy and histological analysis we show that cuticulosomes develop rapidly after hatching, in a process that involves vesicle fusion and nucleation of ferritin nanoparticles within the cuticular plate. Coupled with a comparative transcriptomic analysis of hair cells with and without cuticulosomes our results emphasize the importance of vesicular function in the formation and maintenance of this iron-rich structure.

## Results

### Cuticulosomes form rapidly after birds hatch

To investigate when cuticulosomes are formed during development, we employed the chemical stain Prussian blue (PB) which stains ferric iron (Fe^3+^) bright blue in color (Figure 1a–b). Coronal sections of the basilar papilla and the lagenar macula from pigeons of different ages (1 day, 8 days, 16 days, 30 days and 1 year) were stained and quantitated using light-microscopy (Figure 1—figure supplement 1). In 1 day old birds only a small percentage of hair cells in the basilar papilla were cuticulosome positive (2.46 ± 0.95%, n = 4 birds), whereas they were plentiful at 8 days (23.66 ± 3.03%, n = 3 birds), 16 days (31.19 ± 2.86%, n = 6 birds), 30 days (36.9 ± 3.56%, n = 5 birds), and 1 year of age (24.92 ± 6.74%, n = 3 birds) (Figure 1c and Figure 1—source data 1). Consistent with our previous results there were few cuticulosome positive hair cells in the lagena, with a moderate increase from 0.06 ± 0.019% (1 day, n = 4 birds), 0.57 ± 0.22% (8 days, n = 3 birds), 0.95 ± 0.17% (16 days, n = 6 birds), 1.72 ± 0.51% (30 days, n = 5 birds) to 3.43 ± 1.77% in 1 year old pigeons (n = 3 birds) (Figure 1d and Figure 1—source data 1). We mapped the distribution of PB positive cells along the length of the cochlear duct for each time point. At day 1 and day 8 the distribution of PB positive hair cells appears stochastic, however, at subsequent time points we observed a noticeable enrichment of cuticulosomes in the distal regions of the basilar papilla (Figure 1—figure supplements 2–6).

**Figure 1.**
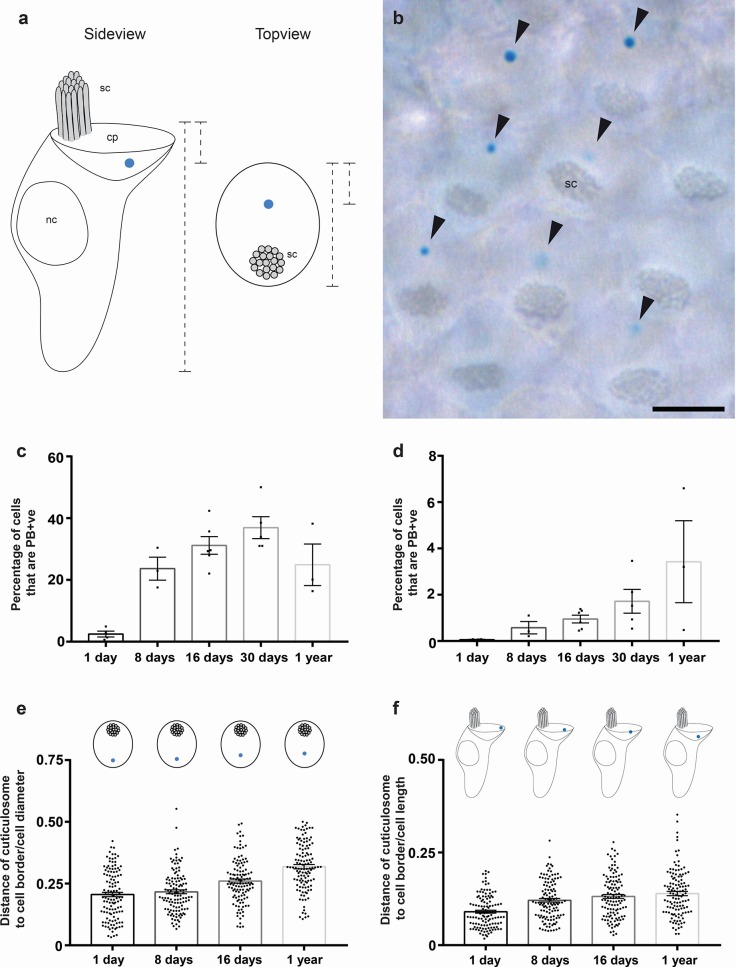
Development and cellular localization of cuticulosomes. (**a**) Schematic representation showing the localization of iron-rich organelles in hair cells viewed from the side and the top. The stereocilia (sc), the nucleus (nc) and the cuticular plate (cp) are labelled. Dashed lines indicate measurements that were taken for (**e and f**) (**b**) Basilar papilla whole mount from a one year old bird that was stained with Prussian blue, showing a top-down view on hair cells with stereocilia (sc) and PB +ve iron-rich organelles highlighted with arrowheads. Scale bar represents 5 μm. (**c**) Graph showing the percentage of hair cells that contain Prussian blue positive cuticulosomes in the basilar papilla of 1 day old pigeons (2.46%, n = 4 birds, n = 36644 cells), 8 day old pigeons (23.66%, n = 3 birds, n = 37292 cells), 16 day old pigeons (31.19%, n = 6 birds, n = 86558 cells), 30 day old pigeons (36.9%, n = 5 birds, n = 64668 cells) and 1 year old pigeons (24.9%, n = 3 birds, n = 33312 cells). Dots show the percentage of PB +ve hair cells in individual birds. (**d**) Graph showing the percentage of hair cells that contain Prussian blue positive cuticulosomes in the lagena of 1 day old pigeons (0.06%, n = 4 birds, n = 24888 cells), 8 day old pigeons (0.57% n = 3 birds, n = 25396 cells), 16 day old pigeons (0.95%, n = 6 birds, n = 103196 cells), 30 day old pigeons (1.72%, n = 5 birds, n = 79536 cells) and 1 year old pigeons (3.43%, n = 3 birds, n = 57264 cells). Dots show the percentage of PB +ve hair cells in individual birds. (**e**) Graph showing the distance of cuticulosomes from the lateral cell border as a ratio of the cell width at four developmental time points (n = 3–4 birds and n = 120 individual measurements per time point). Dots show ratio for individual cells. (**f**) Graph showing the distance of cuticulosomes from the apical cell border as a ratio of the cell height at four developmental time points (n = 3 birds per timepoint, n = 120 individual measurements per time point). Dots show ratio for individual cells. Error bars for all graphs show the mean ± SEM. 10.7554/eLife.29959.009Figure 1—source data 1.Quantitation of Prussian blue positive hair cells in the basilar papilla and lagena macula.This table shows the estimated numbers of total hair cells, total PB +ve hair cells and the percentage of PB +ve hair cells in the basilar papilla and lagenar macula of all pigeons used for the analysis shown in Figure 1c and d and Figure 1—figure supplements 2–6 ‘R’ and”L’ stand for ‘right’ or ‘left’ cochlear duct.

**Figure 1—figure supplement 1.**
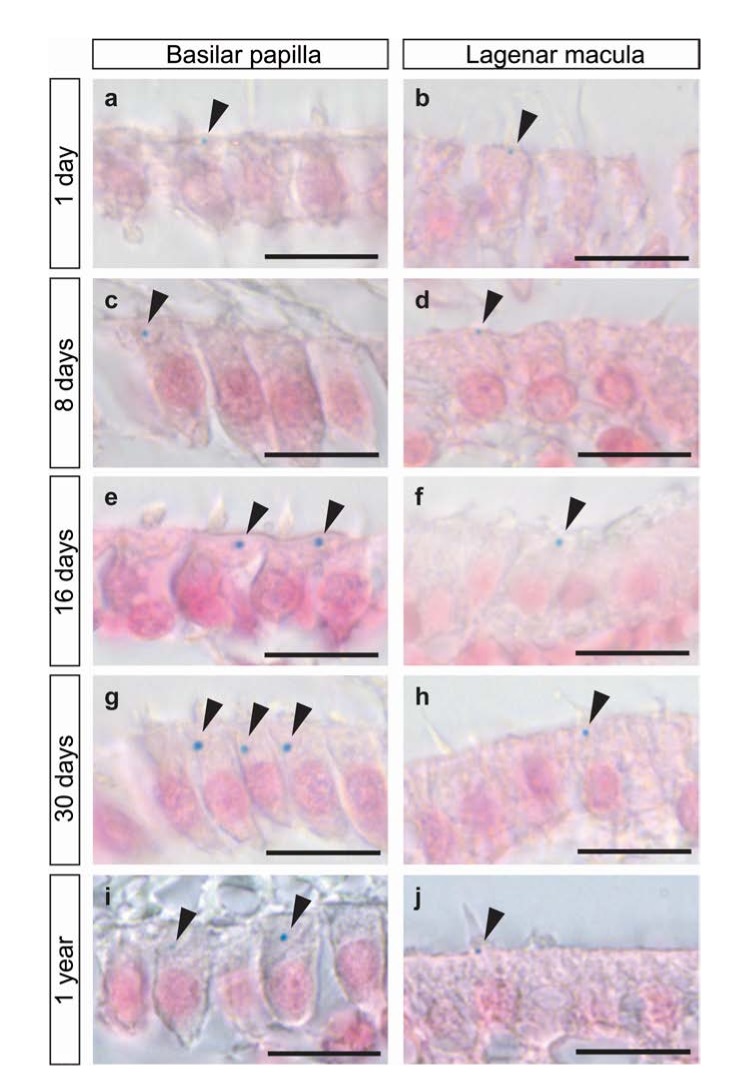
Developmental time line of iron-rich organelles. (**a–j**) Images of histological sections from the basilar papilla and lagenar macula of 1 day (**a and b**), 8 days (**c and d**), 16 days (**e and f**), 30 days (**g and h**) and 1 year old pigeons (**i and j**) stained with Prussian blue and Nuclear Fast Red. Arrowheads highlight the Prussian blue positive cuticulosomes. Scale bars represent 10 μm. We have replicated this staining more than five times.

**Figure 1—figure supplement 2.**
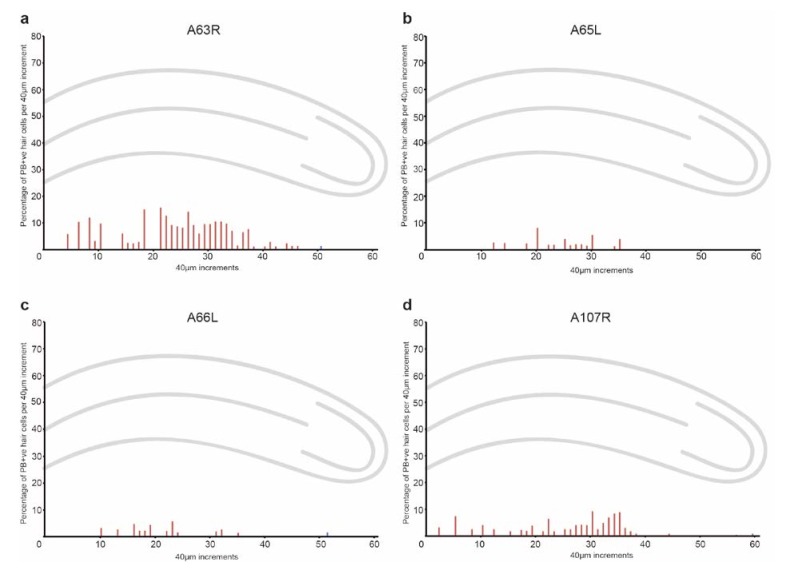
Quantitation and distribution of iron-rich organelles in the cochlear duct of 1 day old pigeons. Graphs show the percentage of PB +ve hair cells along the length of the basilar papilla (shown in red) and the lagena (shown in blue) in 40 µm increments from four individual birds.

**Figure 1—figure supplement 3.**
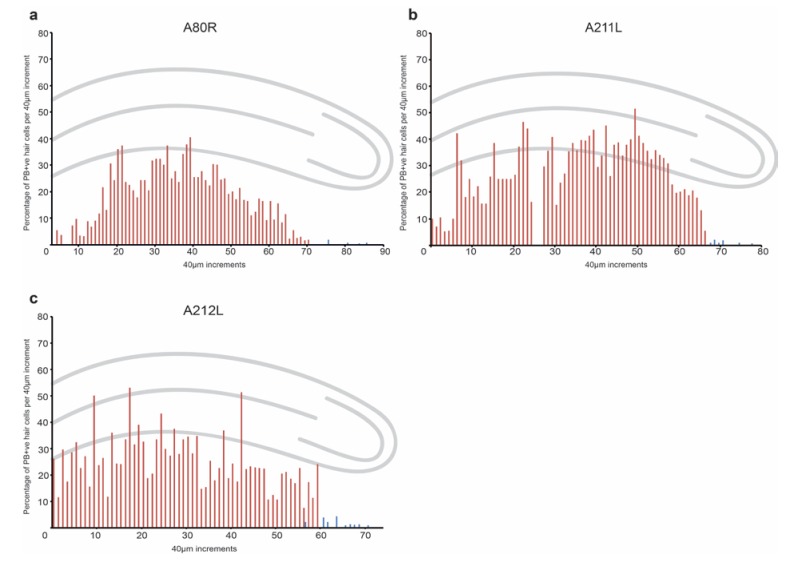
Quantitation and distribution of iron-rich organelles in the cochlear duct of 8 day old pigeons. Graphs show the percentage of PB +ve hair cells along the length of the basilar papilla (shown in red) and the lagena (shown in blue) in 40 µm increments from three individual birds.

**Figure 1—figure supplement 4.**
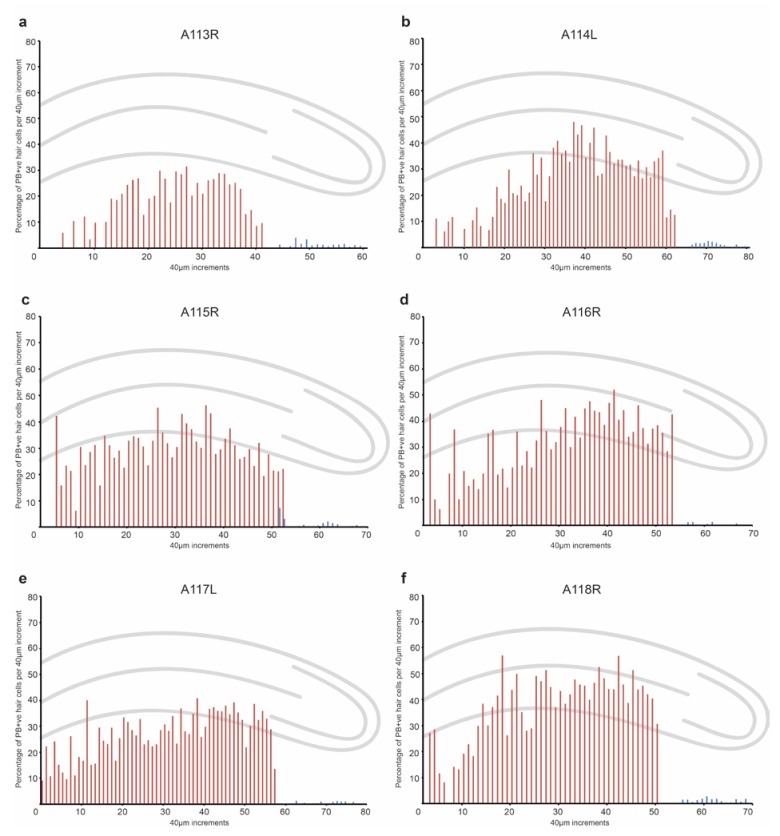
Quantitation and distribution of iron-rich organelles in the cochlear duct of 16 day old pigeons. Graphs show the percentage of PB +ve hair cells along the length of the basilar papilla (shown in red) and the lagena (shown in blue) in 40 µm increments from six individual birds.

**Figure 1—figure supplement 5.**
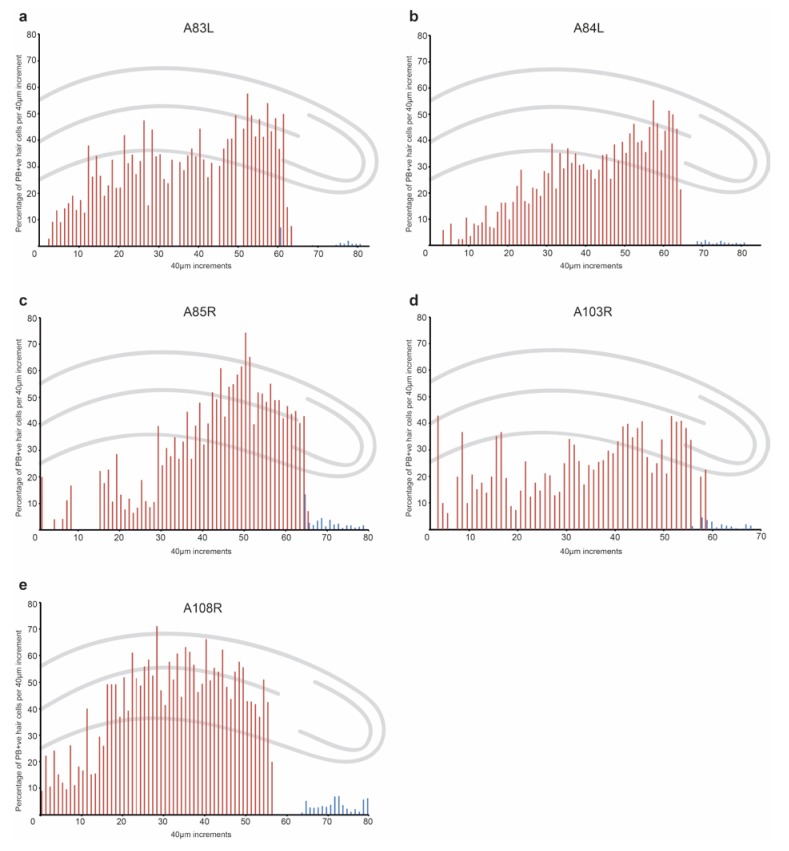
Quantitation and distribution of iron-rich organelles in the cochlear duct of 30 day old pigeons. Graphs show the percentage of PB +ve hair cells along the length of the basilar papilla (shown in red) and the lagena (shown in blue) in 40 µm increments from five individual birds.

**Figure 1—figure supplement 6.**
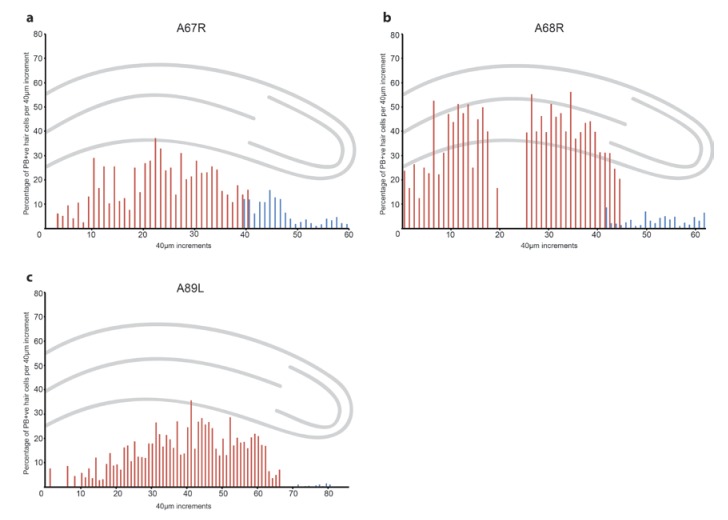
Quantitation and distribution of iron-rich organelles in the cochlear duct of 1 year old pigeons. Graphs show the percentage of PB +ve hair cells along the length of the basilar papilla (shown in red) and the lagena (shown in blue) in 40 µm increments from three individual birds.

Next, we asked where in the cuticular plate do these iron-organelles form by undertaking whole mount Prussian blue staining on intact basilar papillae, capturing images of the epithelium from a superior perspective (Figure 1b). Strikingly, almost all cuticulosomes were located opposite the stereocillia. We measured the length of the cell along its apical surface and recorded the position of the cuticulosome along that vector. This revealed that the position of the cuticulosome gradually changes with time, from a lateral localization, close to the border of the cell in 1 day old birds, to a more medial localization closer to the stereocilia, in 1 year old birds (Figure 1e). We then examined the depth of the cuticulosome within the cell, by analysing coronal sections of the basilar papilla. The height of the cell was measured from its apical to basal end (excluding the hair cell bundle), and the position of the cuticulosome was plotted. We observed that in 1 day old birds the cuticulosome is closest to the apical cell surface, and that it gradually adopts a deeper position within the cuticular plate over the course of a year (Figure 1f). Taken together these data show that cuticulosomes form rapidly after hatching, that they are not the product of late-onset iron accumulation and that their localization within the cuticular plate changes from a lateral-apical to a medio-basal position as they mature.

### The subcellular architecture of cuticulosomes during development

To gain insight into the subcellular architecture of cuticulosomes during development, we employed transmission electron microscopy (TEM) on basilar papillae isolated from pigeons aged 1 day, 8 days, 16 days, 30 days and 1 year. At 1 day of age we observed that 100% of organelles were in the process of formation (n = 3 birds, n = 4 cuticulosomes), which gradually decreased to 34.6% at 8 days (n = 3 birds, n = 26 cuticulosomes), 22.2% at 16 days (n = 3 birds, n = 45 cuticulosomes) and 17.6% at 30 days (n = 3 birds, n = 17 cuticulosomes) (Figure 2 and Figure 2—source data 1). In contrast, only 7% of organelles in 1 year old pigeon hair cells appeared to be incomplete (Lauwers et al., 2013). During this maturation the ferritin-like granules that make up the structure were initial diffuse, but became more dense and structured. In 1 day old birds (n = 3 birds, n = 4 cuticulosomes), we did not observe any evidence of paracrystalline ordering in contrast to 16 day old birds (n = 3 birds, n = 26 cuticulosomes) where ordering of granules was observed in 17.8% of cases (Figure 2—source data 1). This maturation coincided with an increase in cuticulosome size from 296.4 nm ± 69.2 nm in 1 day old birds (n = 3 birds, n = 4 cuticulosomes), to 387.9 ± 29 nm in 8 day old birds (n = 3 birds, n = 26 cuticulosomes), 580.7 nm ± 21.7 nm in 16 days old birds (n = 3 birds, n = 45 cuticulosomes), and 514.3 ± 38 nm in 30 day old birds (n = 3 birds, n = 17 cuticulosomes) (Figure 2k). The percentage of cuticulosomes surrounded by lipid membranes was similar at 1 day, 8 days, 16 days, 30 days and 1 year (Figure 2—source data 1). In addition we quantitated the number of cuticulosomes that were associated with vesicles at the periphery of the structure. We found that at 1 day of age 100% of cuticulosomes were associated with vesicles (n = 3 birds, n = 4 cuticulosomes), 46.15% at 8 days (n = 3 birds, n = 26 cuticulosomes), 24.44% at 16 days (n = 3 birds, n = 45 cuticulosomes), 52.94% at 30 days (n = 3 birds, n = 17 cuticulosomes) and 25% at 1 year (Lauwers et al., 2013) (Figure 2—source data 1). In some instances we observed streams of vesicles that appeared to converge on incomplete cuticulosomes (See Figure 2c and inset).

**Figure 2.**
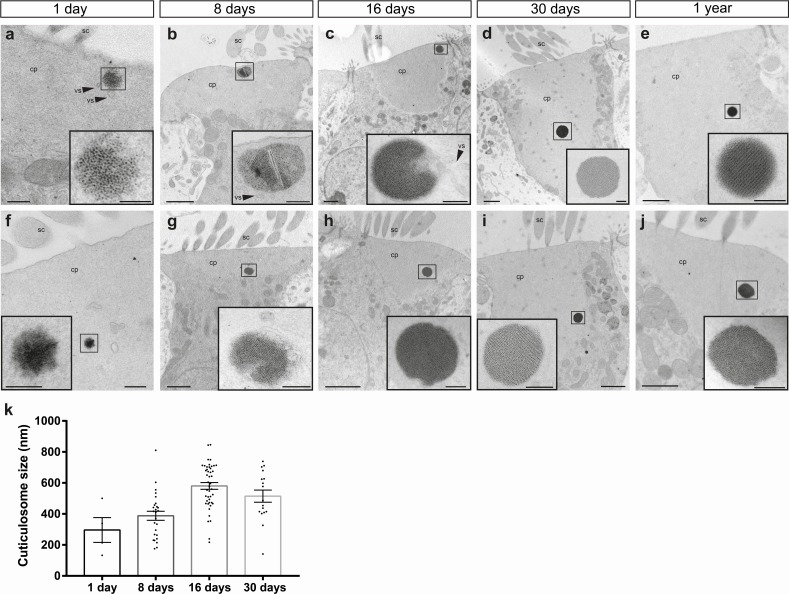
Subcellular architecture of iron-rich organelles during development. (**a–h**) Electron micrographs showing cuticulosomes in the cuticular plate (cp) apically located beneath the stereocilia (sc) in hair cells from the basilar papilla of 1 day (**a and f**), 8 day (**b and g**), 16 day (**c and h**), 30 day (**d and i**) and 1 year old pigeons (**e and j**). At hatching cuticulosomes are amorphous aggregations of ferritin nanoparticles, that increase in size, density and organisation as they mature. In some cases, cuticulosomes are organized in paracrystalline arrays (e and inset), surrounded by membranes (c, h and insets) and decorated with vesicles (vs) (a,b, c, and insets). (**i**) Graph showing the mean diameter of cuticulosomes from the basilar papilla of 1 day (296.4 ± 69.2 nm, n = 3 birds, n = 4 cuticulosomes), 8 day (387.9 ± 29.0 nm, n = 3 birds, n = 26 cuticulosomes), 16 day (580.7 ± 21.7 nm, n = 3 birds, n = 45 cuticulosomes) and 30 day old birds (514.3 ± 38 nm, n = 3 birds, n = 17 cuticulosomes). Dots show measurements for individual cuticulosomes. Error bars show the mean ± SEM. Scale bars represent 0.25 μm in a and f, 1 μm in b, c, d,e, g, h, i and j, 200 nm in insets of b, c, d, e, g, h, i and j and 100 nm in insets of a and f. 10.7554/eLife.29959.012Figure 2—source data 1.Properties of cuticulosomes at different ages.This table shows the percent of cuticulosomes that are surrounded by membranes, associated with vesicles, have a paracrystalline organisation, and those that are incomplete at 1 day, 8 days, 16 days, 30 days and 1 year. Data for 1 year was taken from (Lauwers et al., 2013).

**Figure 2—figure supplement 1.**
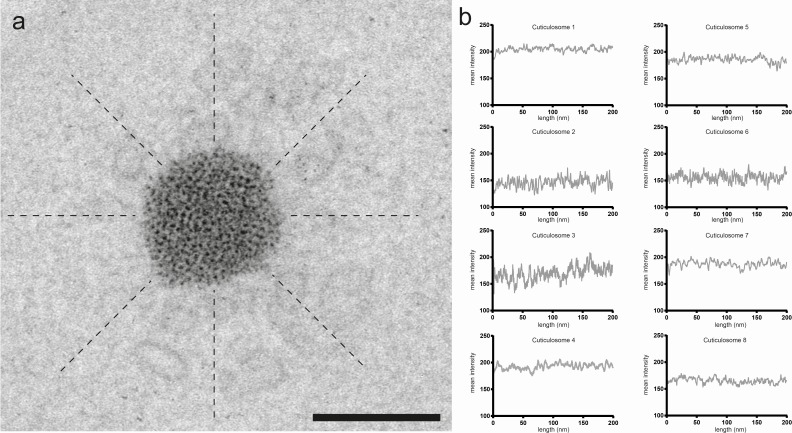
Density analysis of the cuticular plate. (**a**) Electron micrograph of a cuticulosome of an 8 day old pigeon. Lines were drawn (200 nm in length) radially from the edge of cuticulosomes at 45° intervals. The mean density along these lines was plotted (n = 3 birds aged 8 days) and shown in (**b**). Scalebar in a shows 200 nm.

To investigate this further we performed electron tomography on 8 day old birds, preparing 200–250 nm thick resin embedded sections of the basilar papilla that were analyzed on a Polara transmission electron microscope with a −60° to +60° tilt series. Segmentation of the ferritin-like nanoparticles, vesicular structures, and the cell membrane allowed the generation of 3D tomographic models of the developing cuticulosome (n = 4 cuticulosomes, n = 3 birds) (Figure 3 and Figure 3—videos 1–4). This suggests that at 8 days post hatching cuticulosomes are decorated by numerous vesicles that range in size from 30 nm to 200 nm (Figure 3a–l). Some, but not all, of these vesicles contain ferritin-like nanoparticles and appear to be fusing with the larger organelle (Figure 3e–f,h–i). We again observed the trafficking of vesicles from the periphery of the cuticular plate to the cuticulosome and in rare instances invaginations of the apical membrane indicative of an endocytotic/exocytotic event (Figure 3k–l). We did not observe any actin free tunnels within the cuticular plate, which would serve as subcellular conduits to the cuticulosome. We quantified the staining intensity of electron micrographs along 200 nm lines that extend radially at 45° angles from the periphery of cuticulosomes (n = 3 birds, n = 8 cuticulosomes). This revealed, that with the exception of vesicles, the actin-rich meshwork that surrounds the cuticulosome is largely uniform (Figure 2—figure supplement 1). Taken together these data show that the maturation of the cuticulosome is associated with fusion of vesicles, some containing ferritin-like granules, resulting in an organelle that increases in size, density, and organisation with the passage of time.

**Figure 3.**
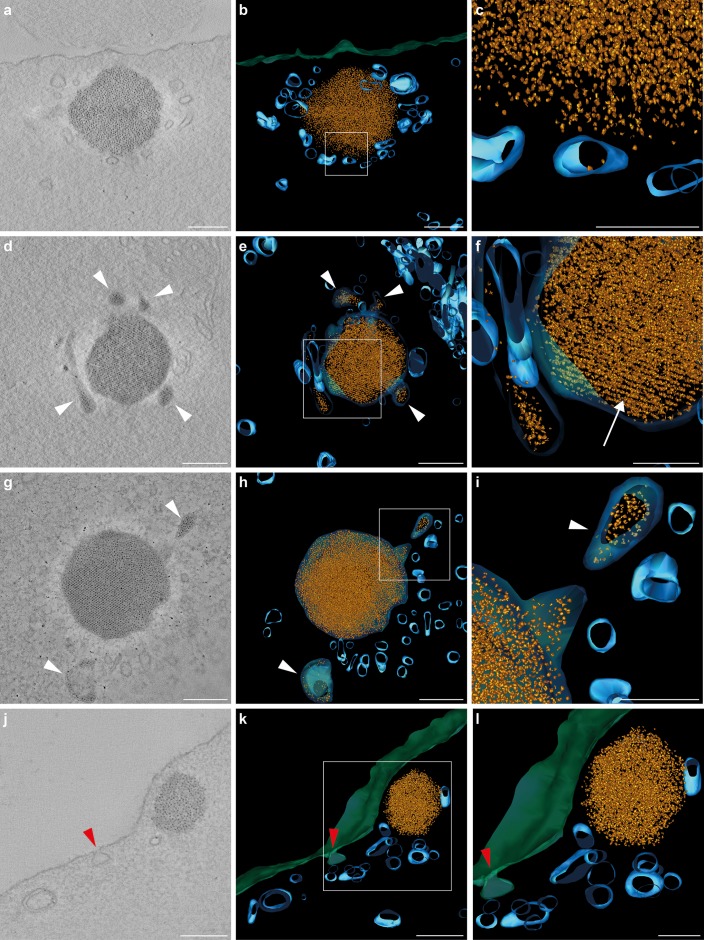
Tomograms and three-dimensional reconstructions of cuticulosomes in 8 days old pigeons. (**a, d, g, j**) Images of 9 nm thick sections computational derived from tomograms of cuticulosomes from the basilar papillar of pigeons aged 8 days (n = 3 birds, n = 4 cells). (**b, e, h, k**) 3D-reconstructions of the cuticulosomes shown in panels a, d, g and j. Ferritin nanoparticles are shown in gold, vesicular structures in blue, and the apical membrane of the hair cell in green (**c, f, i, l**). Enlargements of boxes shown in b, e, h and k. In some, but not all, cases ferritin nanoparticles can be observed within vesicles (highlighted with a white arrowhead). In panels h and i a vesicle containing ferritin nanoparticles is visible and appears to be fusing with a larger membrane-bound cuticulosome. Note that in panels e and f the cuticulosome exhibits partial paracrystalline organisation with a linear arrangement of ferritin nanoparticles (highlighted with a white arrow). In panels j, k and l, the apical membrane of the cell is invaginated, indicative of an endocytotic event, with an accumulation of intracellular vesicles in its vicinity (red arrowheads). Scale bars show 200 nm in panels a, b, d, e, g, h, j and k and 100 nm in panels c, f, i and l.

**Figure 3—video 1.** Tomographic reconstruction of a developing cuticulosome. This movie shows a tomographic model of a developing cuticulosome in a 8 day old pigeon. The model was generated from a dual axis tilt series with a tilt range from −60° to +60° with one degree increments. Ferritin nanoparticles are shown in gold, vesicular structures in blue, and the apical membrane of the hair cell in green. This cuticulosome is in close proximity to the membrane of the hair cell and is surrounded by numerous vesicular structures.

**Figure 3—video 2.** Tomographic reconstruction of a developing cuticulosome. This movie shows a tomographic model of a developing cuticulosome in a 8 day old pigeon. The model was generated from a dual axis tilt series with a tilt range from −60° to +60° with one degree increments. Ferritin nanoparticles are shown in gold, vesicular structures in blue, and the apical membrane of the hair cell in green. Notably this membrane-bound cuticulosome is surrounded by a number of vesicles that contain ferritin nanoparticles, and the central organelle exhibits partial paracrystalline organisation.

**Figure 3—video 3.** Tomographic reconstruction of a developing cuticulosome. This movie shows a tomographic model of a developing cuticulosome in a 8 day old pigeon. The model was generated from a dual axis tilt series with a tilt range from −60° to +60° with one degree increments. Ferritin nanoparticles are shown in gold, vesicular structures in blue, and the apical membrane of the hair cell in green. This membrane-bound cuticulosome is surrounded by a number of vesicles, two containing ferritin nanoparticles.

**Figure 3—video 4.** Tomographic reconstruction of a developing cuticulosome. This movie shows a tomographic model of a developing cuticulosome in a 8 day old pigeon. The model was generated from a dual axis tilt series with a tilt range from −60° to +60° with one degree increments. Ferritin nanoparticles are shown in gold, vesicular structures in blue, and the apical membrane of the hair cell in green. This cuticulosome is in close proximity to the membrane of the hair cell, and a trail of vesicles appear to originate from the lateral edge of the cuticular plate. At a single locus the apical membrane of the cell is envaginated indicative of an endocytotic/exocytotic event.

### The cuticulosome contains ferritin

Our TEM analysis indicates that the cuticulosome is primarily composed of nanoparticles that resemble ferritin. To ascertain whether this is the case we undertook fluorescent histological staining with sera that target the heavy chain of ferritin, coupled with transmitted light microscopy that enables visualization of the cuticulosome (Figure 4a–i). This experiment revealed the presence of heavy chain ferritin throughout the cytoplasm of hair cells, with a notable punctate structure that coincided with the location of the cuticulosome in pigeons aged 1 day (n = 3 birds), 8 day (n = 2 birds) and 1 year (n = 3 birds) (Figure 4d–i). We confirmed this result by undertaking double staining of basilar papillae whole mounts with sera that bind to either actin or ferritin heavy chain (n = 3 birds per timepoint). When visualized from a superior perspective we again observed a punctate ferritin positive structure in the cuticular plate of hair cells (Figure 4j–l). To assess the expression levels of ferritin heavy chain during development, we microdissected the distal region of the basilar papillar, extracted mRNA, generated cDNA and performed qPCR. This experiment revealed that the expression of heavy chain ferritin peaks at 16 days of age, but is consistently high at all developmental time points (Figure 4—figure supplement 1). It is well established that the dominant iron species in ferritin is the iron-oxide ferrihydrite, but it has also been reported to contain phases of magnetite (Fe^2+^Fe^3+^_2_O_4_) and maghemite (Fe_2_O_3_) (Cowley et al., 2000; Quintana et al., 2004; Gossuin et al., 2005). We therefore performed Turnbull Blue staining (which labels Fe^2+^) on sections from the basilar papilla and lagenar macula at hatching, 8 days, 16 days, 30 days and 1 year (n = 3 birds per timepoint). As the staining was very light, indicative of low levels of Fe^2+^, we post stained sections with the chromogen 3,3'-Diaminobenzidine (DAB) which is known to amplify the Turnbull Blue reaction (Wang et al., 2002). We observed a sharp increase in Turnbull blue staining in the basilar papilla and lagena from hatching to 30 days, mirroring the results of our Prussian Blue staining (Figure 4—figure supplement 2). These data indicate that the cuticulosome is composed of ferritin and that it contains Fe^2+^ at low levels, consistent with the presence of multiple iron oxide species.

**Figure 4.**
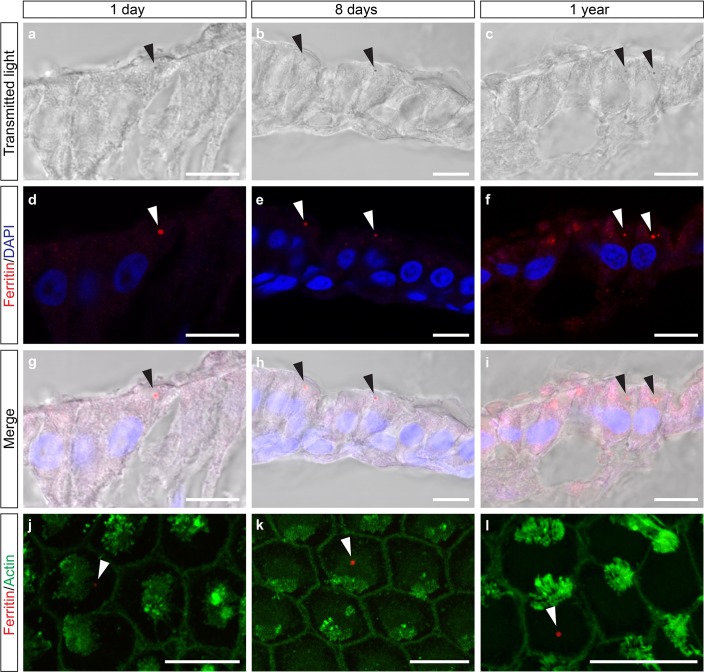
Heavy chain ferritin is a component of the cuticulosome. (**a–c**) Transmitted light images of sections of the basilar papilla of 1 day, 8 days and 1 year old pigeons. Cuticulosomes are highlighted with black arrows. (**d–f**) Confocal images of the same sections, showing immunoreactivity of cuticulosomes with sera against ferritin heavy chain. Punctate structures are highlighted with white arrows. (**g–i**) Merged images of transmitted light and immunostainings confirming that heavy chain ferritin staining co-localizes with cuticulosomes. (**j–l**) Confocal images of basilar papilla whole mounts from 1 day, 8 days and 1 year old pigeons stained with sera against ferritin and actin. The ferritin positive cuticulosomes, shown in red, are highlighted with white arrows and the actin rich stereocilia are shown in green. All scale bars show 10 μm. We have replicated this experiment three times.

**Figure 4—figure supplement 1.**
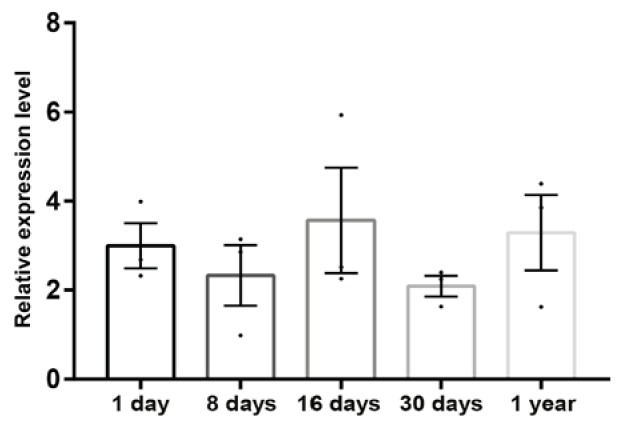
Ferritin expression during development. Quantitative real-time PCR results for Ferritin heavy chain from isolated hair cell layers of pigeons aged 1 day, 8 days, 16 days, 30 days and 1 year (n = 3 birds per timepoint). Expression levels were calculated relative to the geometric mean of the control genes GAPDH and HPRT and are plotted as mean ± SEM. Ferritin heavy chain is expressed at high levels throughout development.

**Figure 4—figure supplement 2.**
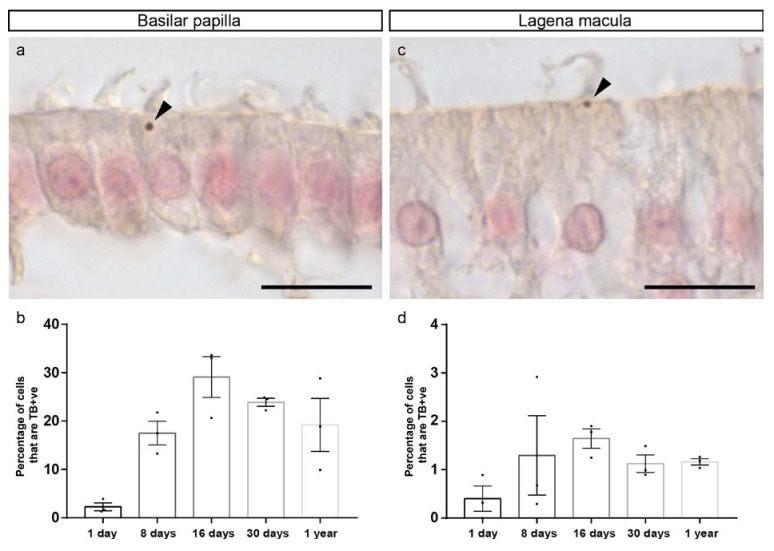
Quantitation of Turnbull blue positive hair cells. (**a and c**) Images of histological sections from the basilar papilla (**a**) and lagenar macula (**c**) of a 16 days old pigeon stained with Turnbull blue (TB), intensified with DAB and counterstained with Nuclear Fast Red. Arrowheads highlight the Turnbull blue positive cuticulosomes. (**b**) Graph showing the percentage of hair cells that contain Turnbull blue positive cuticulosomes in the basilar papilla of 1 day old pigeons (2.27%, n = 3 birds, n = 841 cells), 8 day old pigeons (17.5%, n = 3 birds, n = 536 cells), 16 day old pigeons (29.12%, n = 3, n = 796 cells), 30 day old pigeons (23.9%, n = 3 birds, n = 881 cells) and 1 year old pigeons (19.2%, n = 3 birds, n = 905 cells). Dots show the percentage of TB +ve hair cells in individual birds. (**d**) Graph showing the percentage of hair cells that contain Turnbull blue positive cuticulosomes in the lagenar macula of 1 day old pigeons (0.4%, n = 3 birds, n = 962 cells), 8 day old pigeons (1.3%, n = 3 birds, n = 2007 cells), 16 day old pigeons (1.64%, n = 3, n = 2935 cells), 30 day old pigeons (1.12%, n = 3 birds, n = 2678 cells) and 1 year old pigeons (1.16%, n = 3 birds, n = 3104 cells). Dots show the percentage of TB +ve hair cells in individual birds. Error bars represent the mean ± SEM. Scale bars represent 10 μm.

### Transcriptomic analysis of hair cells with cuticulosomes

To gain further insight into the molecular architecture of cuticulosome containing hair cells, we performed a transcriptomics experiment comparing RNA expression profiles of hair cells with and without cuticulosomes. 

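The deposited data of this experiment cover 18 libraries from 9 birds aged 1 year. From each bird 1 pool of 30 hair cells with cuticulosomes and 1 pool of 30 hair cells without cuticulosomes was sequenced, and the birds fall into 3 sequencing runs of 3 birds each. The authors deposited 1 table of 20918 gene models that gives the FPKM of each gene model in each library, estimated by Cufflinks with bias correction, together with the columns of their own DESeq2 comparison, in which the bird was a block. The table holds no read counts per gene and library, so the counting error behind single values is unknown. Gene names were taken from the annotation in the same table, which holds one for 16454 gene models. The 2 libraries of a bird deviated from the means of their groups in the same way: across genes, which are not independent replicates, the correlation of these deviations had a median of 0.183 over the 9 birds and a range of 0.121 to 0.591, against a median of -0.0646 for libraries of different birds and of 0.0787 for those of different birds in the same run. The comparisons of hair cells with and without cuticulosomes were made within birds, as the bird was a block in the comparison of the authors.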

To do so we adapted existing methods that enable ultra low input RNA sequencing, applying it to avian hair cells (Picelli et al., 2014). This method involved the dissection and isolation of the pigeon cochlear duct (without the lagena) (n = 9 birds, aged 1 year), followed by a light trypsinization to obtain single hair cells. Hair cells were then screened for the presence or absence of cuticulosomes using light microscopy at 4°C. Hair cells with (n = 30 cells) or without cuticulosomes (n = 30 cells) were then picked with a micro-manipulator equipped with a fine glass-micropipette (Figure 5a). RNA was extracted and cDNA prepared, before next generation sequencing on an Illumina HiSeqV4 system. We chose a n = 9 for this experiment because it has previously been shown that a larger sample size increases the power for RNAseq experiments, however, in a paired experimental design this reaches a ceiling at n = 10 (Ching et al., 2014). 

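The sequencing depth of the libraries relative to each other was estimated from the steps between the lowest FPKM values above 0, since these are spaced by the inverse of the depth. On simulated libraries the largest error of this estimate was 0.02 on the log2 scale. These had steps of single reads with little noise and no bias correction, so the error in the real libraries may be larger. Of 19484 pairs of low values in the real libraries, 1733 lay within 0.05 of equal after scaling. A window of the same width between the steps held 253 pairs on average. Relative depth ranged from 0.507 in bird 4 with cuticulosomes to 1.43 in bird 3 with cuticulosomes and bird 5 without cuticulosomes. Libraries of hair cells with cuticulosomes were deeper in 2 of 9 birds, with a mean paired difference of -0.31 on the log2 scale (exact two-sided sign-flip permutation test, p = 0.117). The estimate was added after the table had been seen to hold no counts.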

We generated approximately 42 million reads per sample that were aligned with TopHat against the *Columba livia* genome (Trapnell et al., 2009) (Shapiro et al., 2013), and were subjected to FPKM estimation with Cufflinks (Trapnell et al., 2010, Roberts et al., 2011).

**Figure 5.**
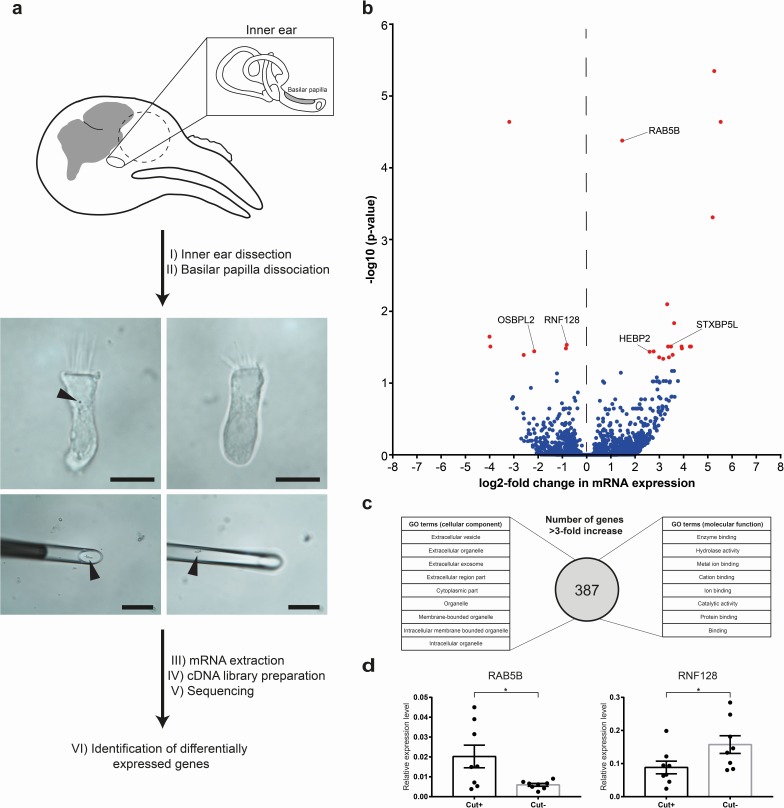
Transcriptomic analysis of hair cells with or without cuticulosomes. (**a**) Diagram showing the methodology employed for transcriptomic analysis. Following the dissection of the cochlear duct and removal of the lagena, the basilar papilla and surrounding tissue were subject to light trypsinization. Hair cells with (n = 30 hair cells, n = 9 birds), or without cuticulosomes (n = 30 hair cells, n = 9 birds), were then picked with a micromanipulator at 4°C. Following RNA extraction, and cDNA library preparation, next generation sequencing was performed, transcripts annotated and subject to differential gene expression analysis. (**b**) Volcano plot showing differential gene expression analysis between hair cells with and without cuticulosomes (n = 9 birds). The x-axis shows the log2-fold change in mRNA expression level when comparing hair cells with and without cuticulosomes and the y-axis shows corresponding adjusted P-values (-log10 scaled). Genes with a P- value ≤0.05, following correction for multiple testing, are highlighted in red. (**c**) Diagram representing the results of the gene ontology analysis for the 387 genes that were upregulated (more than 3-fold increase) in cuticulosome positive hair cells. (**d**) Quantitative real-time PCR results for RAB5B and RNF128 confirming differential expression of these transcripts in cuticulosome positive and cuticulosome negative cells (n = 8 birds). Gene expression levels of individual genes were calculated relative to the geometric mean of the control genes GAPDH and HPRT and plotted as mean ± SEM. (*p-value<0.05, paired one-tailed t-test). The scale bars in a represent 10 μm in the top panels and 100 μm in the bottom panels. 10.7554/eLife.29959.023Figure 5—source data 1.Transcripts Identified by RNA Sequencing.List of all genes that were identified in the RNA sequencing experiment (mean FPKM >1), showing the log2-fold change between cuticulosome positive and negative hair cells, adjusted P-values, and expression levels (FPKM) for all individual samples. 10.7554/eLife.29959.024Figure 5—source data 2.Significantly differentially expressed genes between hair cells with and without iron-rich organelles.This table shows a list of adjusted p-values, log2-fold changes and general information about the genes that were significantly, differentially expressed between hair cells with and without cuticulosomesomes. 10.7554/eLife.29959.025Figure 5—source data 3.GO enrichment analysis for ‘cellular component’.This table shows all GO terms (cellular component) that were significantly enriched in genes that were upregulated in cuticulosome positive hair cells (>3 fold). 10.7554/eLife.29959.026Figure 5—source data 4.GO enrichment analysis for ‘molecular function’.This table shows all GO terms (molecular function) that were significantly enriched in genes that were upregulated in cuticulosome positive hair cells (>3 fold).

**Figure 5—figure supplement 1.**
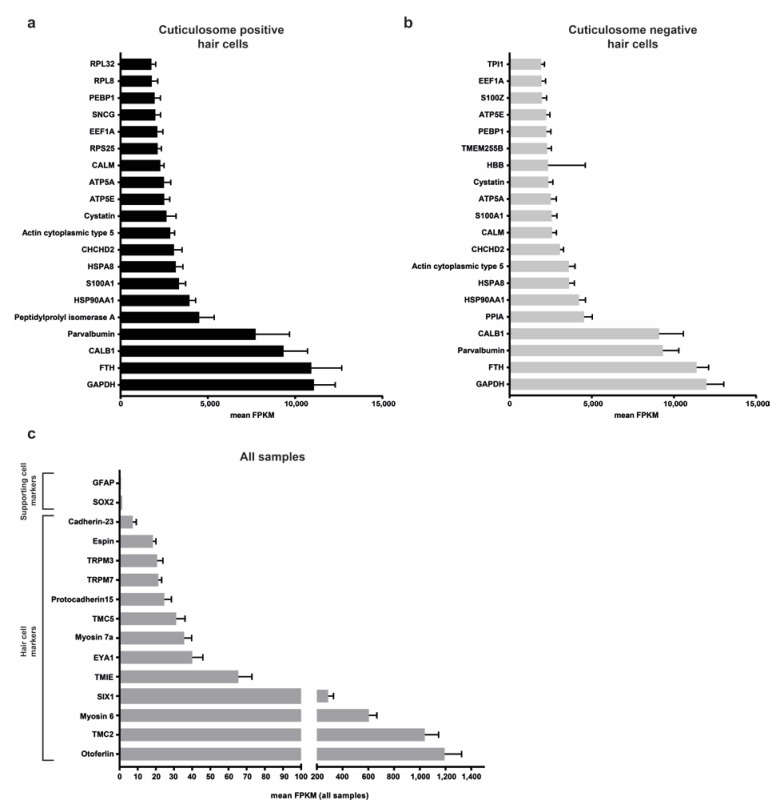
Analysis of RNA sequencing results. (**a and b**) Graphs show the 20 highest expressed genes in cuticulosome positive and negative hair cells (mean FPKM, n = 9 per cell type). (**c**) Graph showing the expression levels (mean FPKM, all samples) of hair cell and supporting cell markers. Data are presented as mean ± SEM.

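Of the 20918 gene models in the deposited table, 11393 had a mean FPKM above 1 over the 18 libraries, and 10296 of these (90.4%) carried an annotation. With the median FPKM in place of the mean, the number fell to 8433, the setting that moved it most. A mean FPKM above 1 in either cell type was reached by 12266 gene models.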

In total we identified 11,300 transcripts (mean FPKM > 1) with 10,277 (90.1%) having an annotated function (Figure 5—source data 1). 

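Hair cell markers were found among the annotated gene models. Otoferlin (OTOF, CLIV_019819, scaffold 1023) had an FPKM of 1193 ± 560 (mean ± SD, n = 18 libraries) and TMC2 (CLIV_016464, scaffold 57) of 1039 ± 457. Myosin 7A (CLIV_010018, scaffold 10) reached 35.6 FPKM on average. Protocadherin 15 is split over 2 gene models on scaffold 171 with mean values of 28.6 FPKM (CLIV_012141) and 24.7 FPKM (CLIV_012142), between which reads could be divided. Cadherin 23 (CDH23, CLIV_013667, scaffold 240) had 7.31 ± 8.02 FPKM, with a median of 3.56, so its SD exceeded its mean. In hair cells with cuticulosomes CDH23 had 3.40 ± 2.24 FPKM and in hair cells without cuticulosomes 11.2 ± 9.87 FPKM (SD, n = 9 birds), a difference in 7 of 9 birds that gave p = 0.0859 in the exact two-sided sign-flip permutation test.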

To confirm the validity of this dataset we quantitated known hair cell markers such as otoferlin (mean FPKM > 1000), myosin 7A (mean FPKM > 35), protocadherin 15 (FPKM > 20), and cadherin 23 (mean FPKM > 7) (which comprise the tip link), and the putative mechanotransducer TMC2 (FPKM > 1000) (Hasson et al., 1995; Roux et al., 2006; Kazmierczak et al., 2007; Pan et al., 2013) (Figure 5—figure supplement 1c). In contrast the expression level of the support cell markers glial fibrillary acidic protein (GFAP) and SOX2, were below background (mean FPKM < 1) (Rio et al., 2002; Hume et al., 2007; Togashi et al., 2011) (Figure 5—figure supplement 1c). 

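GFAP (CLIV_016499, scaffold 318) had a mean FPKM of 0.021 and was listed at 0 in 8 of 9 libraries with and 9 of 9 libraries without cuticulosomes. SOX2 (CLIV_007615, scaffold 244) had a mean FPKM of 0.66 and was listed at 0 in 6 of 9 and 7 of 9 libraries. A wider list of supporting cell markers, drawn up before the data were examined, matched 17 gene models. Their summed FPKM was 1157 ± 996 with and 623 ± 312 without cuticulosomes (SD, n = 9 birds; exact two-sided sign-flip permutation test, p = 0.172, adjusted p = 0.359 over 3 marker lists). The hair cell markers summed to 3335 ± 1478 and 3564 ± 985 FPKM (same exact test, p = 0.297, adjusted p = 0.359). The third list, of red blood cell markers, gave p = 0.359 in the exact test before and after adjustment, with a higher sum with cuticulosomes in 7 of 9 birds; without bird 3 it was higher in 7 of 8 birds (exact test, p = 0.0234, adjusted p = 0.0703 over the 3 lists). Among single libraries, bird 3 with cuticulosomes had the lowest sum of hair cell markers, 512.1 FPKM, and the highest sum of supporting cell markers, 3403 FPKM. The number of genes with an FPKM above 0 was 11109 ± 1898 with and 10245 ± 1285 without cuticulosomes and higher with cuticulosomes in 8 of 9 birds (exact sign-flip permutation test, p = 0.0156), but at an FPKM above 1 it was higher in 6 of 9 birds (exact test, p = 0.109), or in 6 of 8 birds without bird 4 (exact test, p = 0.0313). By sequencing run, the mean difference in genes with an FPKM above 0 was 1352, 283 and 958. At an FPKM above 1 it was 451, -180 and 953, so the second run went the other way.

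**Figure D1:**
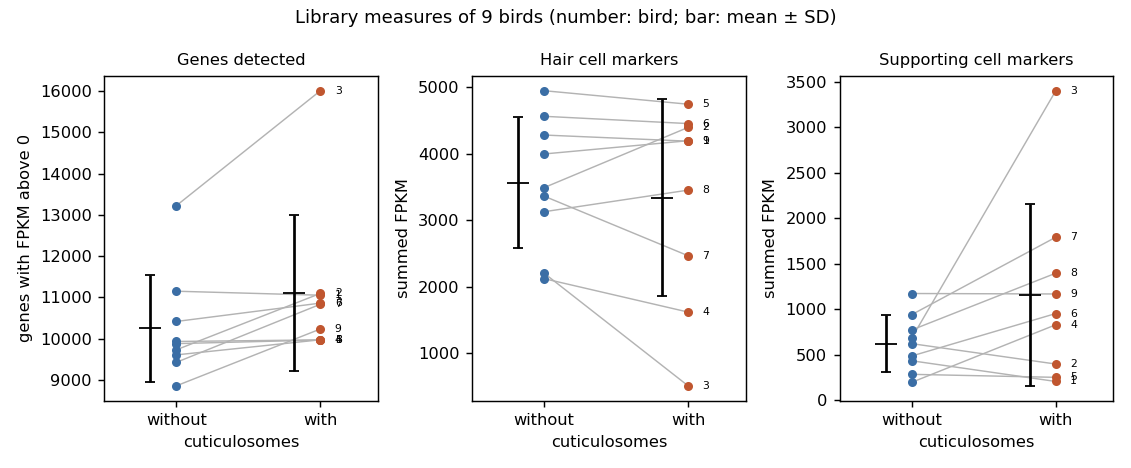
Genes with an FPKM above 0, summed FPKM of hair cell markers and summed FPKM of supporting cell markers in the 2 libraries of each bird. Points are libraries, lines join the libraries of a bird, numbers name the bird and bars give mean ± SD (n = 9); bird 3 with cuticulosomes lies at 16008 genes, 512.1 FPKM and 3403 FPKM.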

We plotted the twenty transcripts that were most highly expressed in cuticulosome positive and cuticulosome negative hair cells (Figure 5—figure supplement 1a–b). In both instances, house keeping genes (e.g. GAPDH, actin) as well as calcium binding proteins were dominant (calbindin, parvalbumin). 

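By mean FPKM of the deposited values, 15 transcripts were among the 20 highest in both cell types. GAPDH (CLIV_007991) had 11353 ± 3645 FPKM with and 10656 ± 3164 FPKM without cuticulosomes (SD, n = 9 birds). Calbindin (CALB1, CLIV_006061) followed at 8971 ± 4100 and 8681 ± 4418 FPKM, and was listed at 0 in 1 library without cuticulosomes. Thymic parvalbumin (CLIV_012593) had 7776 ± 5809 and 8285 ± 2896 FPKM. Cytoplasmic actin (CLIV_011433) had 2771 ± 761 and 3152 ± 1121 FPKM, rank 11 with and rank 8 without cuticulosomes. The 20 transcripts held 13.7% of the summed FPKM with and 13.9% without cuticulosomes. Some places rested on single libraries: HBB (CLIV_015953) ranked 9 without cuticulosomes at 2857 ± 6776 FPKM, with 20907 FPKM in bird 3, and ATP1B4 (CLIV_011228) ranked 18 with cuticulosomes although it was among the 20 highest in 2 of the 9 libraries.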

Interestingly, the heavy chain of ferritin (FTH) was the second highest expressed transcript in both cell types (mean FPKM >11000), whereas the light chain of ferritin was present at very low levels (FPKM < 11) (Figure 5—figure supplement 1a–b).

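The ferritin heavy chain (FTH, CLIV_008085, scaffold 503) had an FPKM of 11588 ± 5237 with cuticulosomes, rank 1, and of 10619 ± 2169 without cuticulosomes, rank 2 (SD, n = 9 birds). It lay above GAPDH in 4 of 9 libraries with and 3 of 9 libraries without cuticulosomes, and the 2 transcripts did not differ within either cell type (exact two-sided sign-flip permutation tests, p = 0.984 and p = 0.898). Its rank in single libraries ran from 1 to 4. Between the cell types FTH differed by 0.06 on the log2 scale and was higher with cuticulosomes in 5 of 9 birds (exact sign-flip permutation test, p = 0.676). Leaving out bird 4, in which FTH reached 24741 FPKM with cuticulosomes, gave a difference of -0.03. The ferritin light chain (FTL, CLIV_003167, scaffold 16) had 13.4 ± 6.95 FPKM with and 10.5 ± 10.1 FPKM without cuticulosomes (exact test, p = 0.332), ranked 5164 over all libraries, and had a mean FPKM of 12.0. The ratio of the mean FPKM of the heavy to that of the light chain was 928.

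**Figure D2:**
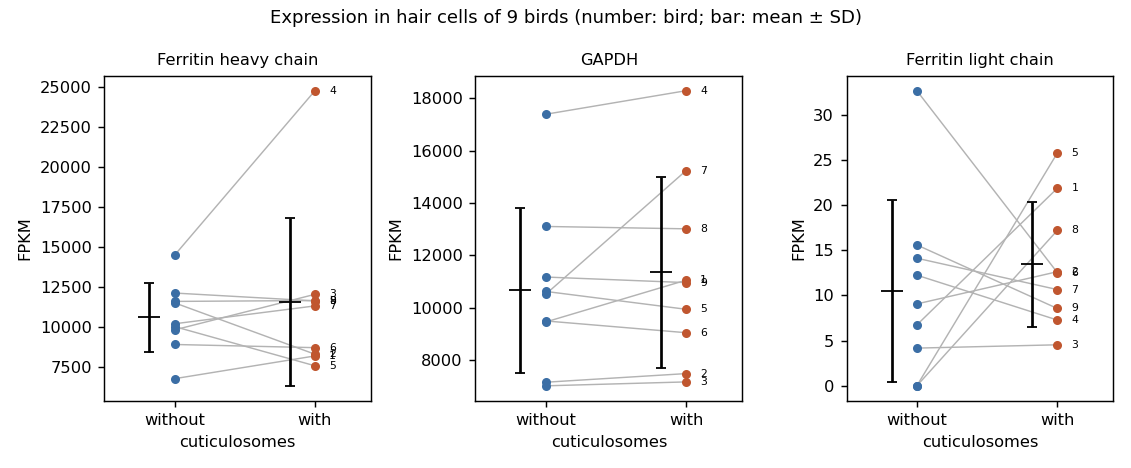
FPKM of the ferritin heavy chain, GAPDH and the ferritin light chain in the 2 libraries of each bird. Points are libraries, lines join the libraries of a bird, numbers name the bird and bars give mean ± SD (n = 9); the axes do not start at 0 for the first 2 transcripts, and bird 4 with cuticulosomes lies at 24741 FPKM for the heavy chain.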

Next, transcripts were subject to differential expression analysis with DESeq2 (Anders and Huber, 2010; Love et al., 2014) (Figure 5b). 

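Without counts, the cell types were compared by limma on log2(FPKM + 1), with the bird as a block, a trend of the variance with expression, and Benjamini-Hochberg adjustment over the 11393 gene models with a mean FPKM above 1. On simulated data with the means and spreads of these libraries, limma called 85 of 200 changed genes (42.5%) and 6 of 11193 unchanged genes at an adjusted p under 0.05. Of 67 genes changed by 3 on the log2 scale, 51 were called. The simulation drew normal noise, independent between genes, without the lower limit that FPKM values have. These shares therefore need not hold for genes of low FPKM.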

We found that 387 genes were upregulated (more than 3-fold increase) in cuticulosome positive cells, with 18 reaching significance (p<0.05) following correction for multiple testing (Figure 5b–c and Figure 5—source datas 1 and 2). 

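In the limma comparison 84 genes were more than 3-fold higher in hair cells with cuticulosomes, and 0 genes were higher at an adjusted p under 0.05; 372 were higher at an unadjusted p under 0.05. The smallest adjusted p of limma over all genes was 0.902. Without the bird as a replicate block, 182 genes were higher at an unadjusted p under 0.05 and again 0 at an adjusted p under 0.05. The count of genes more than 3-fold higher was 825 with a pseudocount of 0.1 and 652 by the ratio of the mean FPKM of the groups, or 838 by this ratio without bird 3, all settings added later. The pseudocount of 1 shrinks the changes of genes of low FPKM, so the 84 genes and the paper's count rest on unlike measures. In the authors' deposited comparison 386 genes with a mean FPKM above 1 were more than 3-fold higher, and 57 of the 84 genes were among them. These 386 genes had a median FPKM of 2.74, against 9.84 for all expressed genes, and were listed at 0 in a median of 7 of 18 libraries. In 144 of them the library with cuticulosomes had the higher FPKM in 5 or fewer of the 9 birds, pairs of equal FPKM counting as not higher, and in 57 in 8 or 9 birds. The log2 fold change of limma was above 0 for 385 of the 386.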

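Lower expression in hair cells with cuticulosomes by more than 3-fold was found for 37 genes by limma. At an adjusted p under 0.05 there were 0 genes, and at an unadjusted p under 0.05 there were 229, or 113 without the replicate block. In the authors' deposited comparison 121 genes with a mean FPKM above 1 were lower by this factor, and 29 of the 37 genes were among them. Across genes, which are not independent replicates, the log2 fold changes of limma and of the authors had a correlation of 0.908. The smallest unadjusted p values of limma belonged to IQCD, RAB5B, ESRRB, IGBP1 and SP4 among the genes that were higher and to CYB5D2, NAV2, RNF128, HRH3 and ZDHHC1 among those that were lower. IQCD (CLIV_009150) had 16.3 ± 7.51 FPKM with and 3.76 ± 5.89 FPKM without cuticulosomes (SD, n = 9 birds) and was higher in 9 of 9 birds. NAV2 (CLIV_008131) had 7.79 ± 12.7 and 24.1 ± 15.5 FPKM and was lower in 9 of 9 birds. Neither passed the adjustment of limma over all genes (adjusted p = 0.902 for both).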

In total 121 genes were downregulated (more than three fold reduction) in cuticulosome positive cells with seven reaching significance (p<0.05) (Figure 5b and Figure 5—source datas 1 and 2). We performed a gene ontology (GO) enrichment analysis of the 387 genes upregulated in cuticulosome positive cells, as the analysis of the significant hits alone did not identify any categories with enrichment (Mi et al., 2013) (Figure 5c). 

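Gene ontology terms are attached to 9251 gene models in the deposited table, and 5953 of the genes with a mean FPKM above 1 carry at least 1 term. These terms come from protein domains without their parent terms, and the table holds 6 of the 17 terms that the paper lists. Of the authors' 386 genes more than 3-fold higher, 210 carry a term. The term intracellular membrane-bounded organelle was attached to 2 expressed genes and to 0 of the 210, too few for a comparison.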

When analysing the cellular components enriched in cuticulosome positive cells we identified nine categories including: organelle (GO:0043226); membrane-bounded organelle (GO:0043227); and extracellular exosome (GO:0070062). A GO analysis of molecular function identified eight categories including: binding (GO:0005488); catalytic activity (GO:0003824) and metal ion binding (GO:0046872) (Figure 5c, see also Figure 5—source datas 3–4). 

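Among the 210 genes with a term from the authors' list of genes more than 3-fold higher, metal ion binding was attached to 4, against 78 of 5953 expressed genes with a term, an enrichment of 1.45-fold (Fisher's exact test, two-sided, p = 0.355, adjusted p = 0.711 over 10 terms). Catalytic activity was attached to 6, an enrichment of 1.11-fold (Fisher's exact test, p = 0.66), hydrolase activity to 5, an enrichment of 1.75-fold (p = 0.21 in the same exact test), protein binding to 52, an enrichment of 1.03-fold (exact p = 0.806), and cation binding to 1. Terms for single metals were added after the table had been examined. Zinc ion binding was attached to 26 of the 210 genes, an enrichment of 1.72-fold (Fisher's exact test, p = 0.00604, adjusted p = 0.0302 over the 10 terms), but over the 196 terms with enough genes to be tested its adjusted p was 1. Iron ion binding was attached to 1 gene. A union of 7 metal ion binding terms, also chosen after the table had been examined, held 37 of the 210 genes, an enrichment of 1.58-fold (exact p = 0.00487, adjusted p = 0.0302). Against a background of the genes more than 3-fold changed in either direction the exact p of this union was 0.12, and among the genes more than 3-fold higher in limma it held 4 of 39, an enrichment of 0.921-fold.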

Next we performed a manual annotation of all genes significantly up and down regulated in cuticulosome positive cells (Figure 5—source data 2). 

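The 25 genes of this list changed in limma in the direction that the paper gives. An unadjusted p under 0.05 was reached by 23 of them, 16 higher and 7 lower, while SSH2 and HEBP2 did not reach it. The adjusted p of limma over all 11393 genes was 0.902 for each. Adjusted over the 25 genes alone, 22 were under 0.05, which shows no stability, since the list was called on these same libraries. The direction of the group held in all 9 birds for 4 genes and in at least 8 birds for 11 genes. An FPKM of 0 was listed in at least 5 of the 9 libraries without cuticulosomes for 13 of the 18 higher genes, and 16 of the 25 genes had a mean FPKM under 5.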

Interestingly, those genes significantly upregulated in cuticulosome positive cells included: RAB5B (which is involved in mediating early steps of endocytosis) (Wilson and Wilson, 1992); STXBP5L (a homologue of STXBP5 which regulates syntaxin mediated membrane fusion); and HEBP2 (which is a heme binding protein). 

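RAB5B (CLIV_018254, scaffold 39) had an FPKM of 39.5 ± 21.7 with and 13.7 ± 5.09 without cuticulosomes (SD, n = 9 birds). It was higher with cuticulosomes in 9 of 9 birds (exact two-sided sign-flip permutation test, p = 0.0039, the smallest p that 9 pairs allow), a log2 fold change of 1.39 (standard error 0.32, adjusted p = 0.902 in limma). With each bird left out in turn its log2 fold change stayed between 1.26 and 1.48. STXBP5L (CLIV_005291, scaffold 31) had 6.88 ± 7.23 FPKM with and 1.88 ± 4.92 FPKM without cuticulosomes, was higher in 7 of 9 birds and was listed at 0 in 5 of the 9 libraries without cuticulosomes (exact sign-flip permutation test, p = 0.0391). HEBP2 (CLIV_003027, scaffold 87) had 58.1 ± 173 FPKM with and 0.494 ± 0.995 FPKM without cuticulosomes and was higher in 8 of 9 birds (exact test on log2(FPKM + 1), p = 0.0664). Its mean with cuticulosomes rested on bird 3 with 518 FPKM, the median being 0.313. The log2 fold change of HEBP2 was 1.09 over all birds and 0.35 without bird 3. Another gene model counted as HEBP2 (CLIV_012667) had 2.48 ± 7.44 FPKM with and 0.00257 ± 0.0077 FPKM without cuticulosomes. It was higher in 1 bird and lower in 1.

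**Figure D3:**
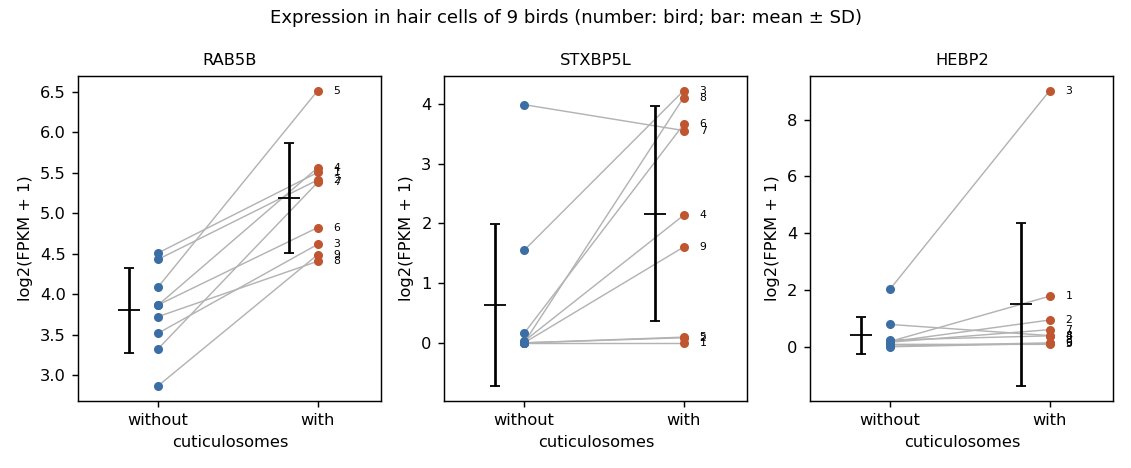
Expression of RAB5B, STXBP5L and HEBP2 as log2(FPKM + 1) in the 2 libraries of each bird. Points are libraries, lines join the libraries of a bird, numbers name the bird and bars give mean ± SD (n = 9); RAB5B is higher with cuticulosomes in 9 of 9 birds, and HEBP2 is far above the other libraries in bird 3.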

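RNF128 (CLIV_005832, scaffold 72) had an FPKM of 98.3 ± 49.5 with and 165 ± 65.6 without cuticulosomes (SD, n = 9 birds). It was lower with cuticulosomes in 9 of 9 birds (exact two-sided sign-flip permutation test, p = 0.0039), a log2 fold change of -0.84 (standard error 0.22, adjusted p = 0.902 in limma) that stayed between -0.93 and -0.72 with each bird left out. OSBPL2 (CLIV_002613, scaffold 36) had 3.26 ± 5.88 FPKM with and 7.79 ± 6.51 FPKM without cuticulosomes and was lower in 8 of 9 birds (exact test, p = 0.0273), with bird 3 the exception.

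**Figure D4:**
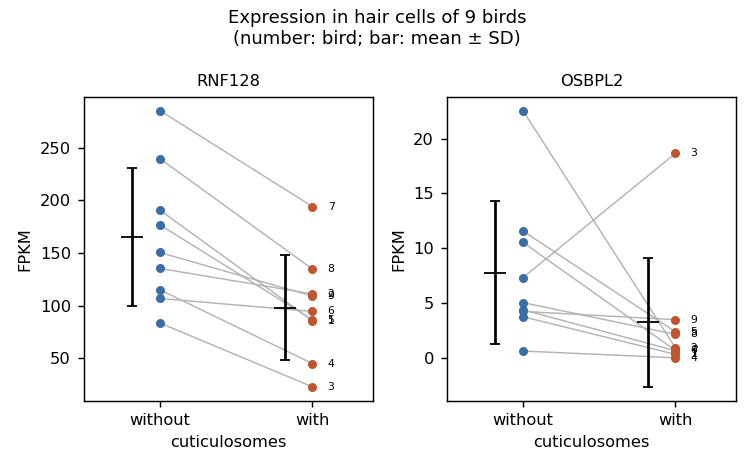
FPKM of RNF128 and OSBPL2 in the 2 libraries of each bird. Points are libraries, lines join the libraries of a bird, numbers name the bird and bars give mean ± SD (n = 9); RNF128 is lower with cuticulosomes in 9 of 9 birds and OSBPL2 in 8 of 9 birds.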

Notably, RNF128 (a E3 ubiquitin ligase known to be involved in the trafficking of endosomes) and OSBPL2 (which belongs to a family of phosphatidylinositol 4-phosphate binding proteins that have been implicated in endosomal-endoplasmic reticulum tethering) were significantly down regulated (Yamazaki et al., 2013; Dong et al., 2016) (Figure 5b and Figure 5—source data 2). We confirmed the differential expression of RAB5B (n = 8 birds, p<0.05) and RNF128 (n = 8 birds, p<0.05) in cuticulosome positive and cuticulosome negative hair cells by qPCR (Figure 5d). Attempts to amplify transcripts expressed at low levels by qPCR (FPKM < 5), such as STXBP5L and CLIV_009848, were not successful. Taken together these data reveal that genes associated with vesicle trafficking, endocytosis, the formation of membrane bound organelles, and metal binding are differentially expressed in cuticulosome positive hair cells.

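Lists of genes for these themes, drawn up before the data were examined but with the paper known, were tested by limma's camera with the bird as a block and adjusted over the 3 lists. The 84 gene models of endocytosis and endosomes did not differ from the other genes (adjusted p = 0.97 in camera), with 50 gene models higher in hair cells with cuticulosomes. The 59 gene models of SNAREs and vesicle fusion were lower relative to the other genes, with 25 gene models higher and a median log2 fold change of -0.17 (adjusted p = 0.0382 in camera). The 26 gene models of iron handling were higher, with 20 gene models higher and a median log2 fold change of 0.29 (adjusted p = 0.0382 in camera). Some genes have more than 1 gene model in a list and so weigh more in these tests. Among them are VTI1A, SYT1 and STX1A under SNAREs, CLTC under endocytosis and HEBP2 under iron handling. The list of SNAREs also held the hair cell marker OTOF. With fry, a self-contained test from limma, the adjusted p was 0.337 for SNAREs and vesicle fusion and 0.0337 for iron handling. Without the replicate block the adjusted p of both lists was 0.0546 in camera. With genes above 1 FPKM in at least 9 libraries, a filter added later, it was 0.0545 for SNAREs and vesicle fusion and 0.27 for iron handling. The lists held 4 of the 25 genes called in the paper: RAB5B and RNF128 under endocytosis, STXBP5L under SNAREs and HEBP2 under iron handling. A setting added later left out these 4 gene models but kept another one counted as HEBP2 (CLIV_012667). In it the adjusted p of camera was 0.0644 for iron handling, 0.0232 for SNAREs and vesicle fusion and 0.973 for endocytosis and endosomes. With single birds left out it ranged from 0.0228 to 0.133 for iron handling and from 0.00909 to 0.0998 for SNAREs and vesicle fusion. Taking its data together, in which the qPCR of RAB5B and RNF128 follows the sequencing, the paper concludes that genes of vesicle trafficking, endocytosis, membrane bound organelles and metal binding are differentially expressed in hair cells with cuticulosomes.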

## Discussion

In this study we investigated the developmental, subcellular, and molecular architecture of cuticulosome positive hair cells. We report that when pigeons hatch only a few cuticulosomes are present, followed by a striking increase in their prevalence at 8 and 16 days of age, with the highest number observable at 30 days. Our electron microscopy studies have further demonstrated that the cuticulosome is formed within the cuticular plate itself. The development of the cuticular plate, which is closely associated with the formation of stereocilia, begins at embryonic day 8 in chickens. At this time it is primarily occupied by vesicles, mitochondria, and lysosomes, before growing basally until embryonic day 14 when it resembles that present in the adult cochlea (Tilney and DeRosier, 1986). Post hatching the cuticular plate, with its web of actin filaments, is considered to be so dense that it excludes all organelles, even ribosomes (Corwin and Warchol, 1991). To enable the passage of vesicles to and from the apical membrane hair cells have a specialized zone close to the cell border that serves as a highway for subcellular structures that support membrane recycling (Kachar et al., 1997).

Our data indicate that the formation of the cuticulosome is initiated at the apical cellular border opposite the kinocilium. It appears that the cuticulosome is formed by the fusion of vesicles, some containing ferritin, that result in an organelle that increases in size and density (Figure 6). It appears that these vesicles are transported into the cuticular plate from the lateral boundary. As the density of the organelle increases, so does the likelihood that it develops a paracrystalline organization which results in alignment of the ferritin nanoparticles. The alignment of ferritin nanoparticles is uniform in some instances, but more often there are multiple domains within a cuticulosome that orient in different directions. Whether this organisation is facilitated by an active process, or is simply a consequence of an increase in density, is unclear. It should be noted, however, that iron-rich siderosomes that are associated with the formation of magnetite in chitons, rarely exhibit paracrystalline packing (Shaw et al., 2009). Intriguingly, our results also show that the position of the cuticulosome changes from an apical location at the edge of the cuticular plate to a medial, deeper position as it matures. This may reflect: (1) a post hatching expansion of the cuticular plate driven by actin polymerization along the apical periphery, resulting in a more centrally localized cuticulosome; or (2) a gradual remodeling of the cuticular plate, whereby the actin-rich meshwork is depolymerized by molecules such as cofilin. Mechanical forces generated by auditory stimuli, or motor proteins such as myosin, might then be responsible for the repositioning of the cuticulosome. This relocation does not appear to rely on microtubule dependent mechanisms, as we have not observed any evidence that the striated organelle associates with this organelle (Vranceanu et al., 2012).

**Figure 6.**
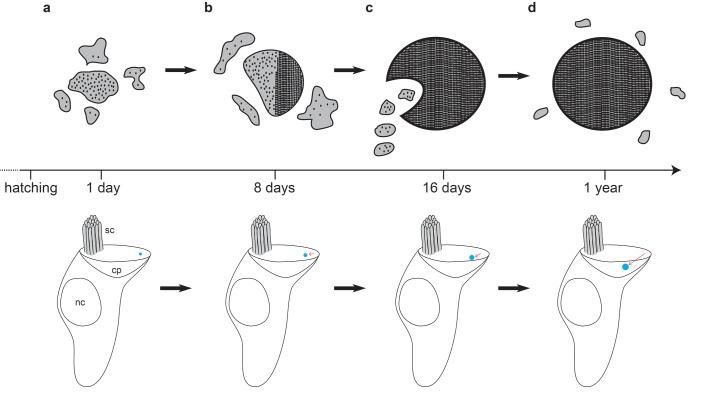
Model of cuticulosome development. (**a**) Cuticulosomes start to form shortly after hatching at the lateral apical edge of the cuticular plate, opposite the kinocilium. They initially resemble electron dense accumulations of amorphous shape with a diameter of approximately 300 nm. (**b**) Eight days after hatching the percentage of cuticulosome containing hair cells in the basilar papilla has increased 8-fold (20%) in comparison to 1 day old pigeons (2.5%). The size of the cuticulosome has increased to approximately 400 nm in diameter, with a notable increase in density. This increase in density is correlated with the development of paracrystalline arrays which result in the alignment of the ferritin nanoparticles. (**c**) Sixteen days after hatching cuticulosomes have reached their mature size (~580 nm), and their position within the cuticular plate has become more medial and basal. Distinct trails of vesicles from the lateral boundary of the cuticular plate are evident in some instances. (**d**) At one year of age cuticulosomes are mature. Approximately one quarter are still associated with vesicular structures and some exhibit complete paracrystalline organisation.

Our results have also yielded insight into the molecular architecture of cuticulosome positive hair cells. Employing immunohistochemical methods we have shown that the cuticulosome contains the ferritin heavy chain protein. Moreover, given our RNA sequencing results, which have revealed that the ferritin light chain is expressed at very low levels, we would expect that the cuticulosome is dominated by the heavy chain isoform. Our transcriptomic studies have further implicated molecules associated with vesicular trafficking, endosomal sorting, extracellular exosomes and metal binding with cuticulosome maintenance. Of particular interest are RAB5B and RNF128. RNF128, which was significantly downregulated in cuticulosome containing hair cells, is a Ring finger E3 ubiquitin ligase. Drosophila and human family members of this protein class have been associated with the formation of enlarged Rab5 positive endosomes both in knockdown and overexpression studies (Yamazaki et al., 2013). Notably, cell lines that overexpress either wildtype Rab5 or a constitutiveIy active form (rab5:Q79L) develop enlarged early endosomes (Roberts et al., 1999). It is therefore conceivable that the reduced expression levels of RNF128 and increased expression of RAB5B we observe in cuticulosome positive cells, licenses the formation of such a large membrane bound organelle within the cell.

The critical question that remains is: What is the function of the cuticulosome? And might it be associated with the magnetic sense? This is a tempting proposition given that pigeons begin to fly at approximately one month of age, a time when the cuticulosome is on the cusp of maturation (Hazard, 1922; Nam and Lee, 2006). However, this correlation should be viewed cautiously as there is conflicting behavioural data supporting the presence of a magnetic sense in young birds. Wiltschko and colleagues have reported that chickens aged 10 days can be conditioned to a magnetic anomaly (Denzau et al., 2011) and juvenile European Robins are known to possess a magnetic sense (Muheim et al., 2002), whereas pigeons aged 12 weeks are disorientated if they are transported in the dark (Wiltschko and Wiltschko, 1981). An experiment that assessed whether magnetic stimuli result in c-fos associated neuronal activation in pigeons of different ages would be valuable (Wu and Dickman, 2011).

The data presented in this manuscript strongly suggest that the formation of the cuticulosome is not the product of late-onset iron accumulation, and is more likely the result of a genetically encoded developmental or homeostatic program. Could the cuticulosome therefore serve as a torque based magnetoreceptor that would exert a direct force on a mechanosensitive channel located on the apical membrane? This would seem unlikely. Firstly, based on our current understanding of the magnetic properties of ferritin, the cuticulosome lacks sufficient magnetic susceptibility in an Earth strength magnetic field to open a mechanosensitive channel, and, secondly, there seems to be no direct physical connection with the apical membrane that would mediate the transfer of a force (Jandacka et al., 2015). Indeed the cuticulosome appears to move deeper into the cuticular plate away from the apical membrane as it matures. An alternative mechanism proposed by Jandacka and colleagues is that the cuticulosome could act as an intracellular magnetic oscillator, that would induce an electrical potential across the cell membrane by auditory induced vibration of the basilar membrane (Jandacka et al., 2015). This hypothesis is problematic, however, as it requires the presence of an amplification mechanism to generate a voltage that exceeds thermal background. A third possibility is that the cuticulosome plays an indirect role in the magnetic sense by influencing the ionic concentration of the endolymph. A number of investigators have proposed that the detection of magnetic fields may rely on electromagnetic induction within the semicircular canals - the endolymph serving as a conductor (Viguier, 1882; Jungerman and Rosenblum, 1980). The cuticulosome, coupled with the vesicular machinery associated with it, might represent a means of regulating the conductivity of the endolymph by adjusting the concentration of cations, thereby tuning a magnetic sensor reliant on electromagnetic induction. Alternatively, the cuticulosome may serve as a precursor for a magnetite-based magnetoreceptor located elsewhere in the inner ear. Whether or not this proves to be the case, based on its striking subcellular localisation, elemental composition, and stereotypical early development, it seems unlikely that the presence of the cuticulosome is a mere co-incidence.

## Materials and methods

### Animals

Birds were maintained on a 12:12 light-dark cycle at 25°C in a custom built aviary. All experiments were performed in accordance with an existing ethical framework (GZ: 214635/2015/20) granted by the City of Vienna (Magistratsabteilung 58).

### Histological studies

The cochlear ducts from pigeons (*Columba livia*) of different ages were dissected with ceramic-coated tools and drop fixed in 4% phosphate buffered formaldehyde (PFA) (pH 7.4). After dehydration in a series of ethanol concentrations, the cochlear ducts were embedded in paraffin and sectioned on a rotary microtome (10 μm) with Dura Edge High Profile ceramic-coated blades (Ted Pella Inc. Redding, CA, USA, BLM00103P). For Prussian blue (PB) stainings, slides were incubated for 20 min in 5% potassium hexacyanoferrate (II) (Sigma, Germany, P9387) with 10% HCl. The slides were washed 3 times for 5 min in PBS and then counterstained with Nuclear Fast Red (Sigma, 60700) for 1 min, followed by another washing step, dehydration and cover-slipping. All hair cells and PB-positive hair cells on every fourth section were counted and multiplied by a factor of 4 to obtain estimates of total hair cell number and total PB-positive hair cell number in each cochlear duct. For whole mount experiments, the tegmentum vasculosum and the tectorial membrane were removed, the cochlear ducts were then fixed in 4% PFA (pH 7.4), washed in PBS, incubated in 5% potassium hexacyanoferrate (Sigma, P9387) with 10% HCl for 20 min, followed by another wash in PBS and counterstained in Nuclear Fast Red for 1 min. The whole mounts were embedded in 87% glycerol (BioChemica, UK, A0970) and coverslipped. For Turnbull blue (TB) stainings, 5–10 sections per bird were incubated for 20 min in 5% potassium hexacyanoferrate (III) (Sigma, P4066) with 10% HCl (n = 3 per timepoint). The slides were washed 3 times for 5 min in PBS after which endogenous peroxidase was blocked by 30 min of incubation in 0.3% H_2_O_2_ in methanol. After three further PBS washes, the TB staining was intensified by incubating with 3,3’ Diaminobenzidine (Carl Roth, Germany, CN75.2). Another three washes with PBS were followed by counterstaining with Nuclear Fast Red (Sigma, 60700) for one minute, another washing step, dehydration and coverslipping. All hair cells and TB-positive hair cells on at least five sections per bird and region (lagena and basillar papilla) were counted.

### Ultrastructural studies

Cochlear ducts from pigeons of different ages were dissected before fixing overnight in 2.5% glutaraldehyde supplemented with 2% paraformaldehyde (PFA) in Soerensen buffer (pH 7.4). Tissues were then incubated in osmium tetroxide (2%, pH 7.4, Soerensen buffer) for 1 hr, dehydrated in increasing ethanol solutions, embedded in epoxy resin and polymerized at 60°C for 48 hr. Ultra-thin (70–120 nm) sections were prepared and analyzed with a Morgagni 268D transmission electron microscope operated at 80kV (FEI, Hillsboro, Oregon, USA). The size of cuticulosomes was measured on electron micrographs of cuticulosomes using the ImageJ software (http://imagej.net). We defined a cuticulosome as being in formation if its size was less than 250 nm, and/or the periphery of the cuticulosome was amorphous. Density plots were generated by drawing lines (200 nm each) radially from the edge of cuticulosomes in 45° increments (Figure 2—figure supplement 1). The density along these lines was plotted in 0.372 nm increments using the Imagej’s plot profile function (http://imagej.net). The mean intensity of every increment was calculated for eight cuticulosomes individually (n = 3 birds aged 8 days).

### Tomography and modeling

Epon embedded sections (200–250 nm) were collected on slot grids, poststained with 2% aqueous uranyl-acetate followed by Reynold's lead citrate. For image alignment during tomogram reconstruction 10 nm gold beads Aurion (Wageningen, 410.011) were added as fiducial markers. Room temperature tilt series were acquired at a Tecnai G2 20 microscope (FEI) operated at 200kV and equipped with an Eagle 4 k HS CCD camera (FEI). Dual axis tilt series were collected using the SerialEM acquisition software with a tilt range from −60° to +60° with one degree increments (Mastronarde, 2005). Tomogram reconstruction and modelling were done using the IMOD software (Kremer et al., 1996). To eliminate noise in the isosurfaced model, binning of the original data, filtering for a minimum size of structures, and masking with the cuticulosome perimeter object were used.

### Immunohistochemical studies

The cochlear ducts of pigeons were dissected as described above and fixed in 4% phosphate buffered formaldehyde (PFA) (pH 7.4) for 10 min. After fixation, the tissue was dehydrated in 30% Sucrose/PBS overnight, embedded in Neg-50 Frozen Section Medium (Thermo Fisher, Waltham MA, USA, 6502) and sectioned (12 μm) on a cryostat (Thermo Fisher, MICROM HM 560). Slides were dried for 3 hr at room temperature, washed three times in PBS for 5 min followed by incubation in antigen unmasking solution (Vectorlabs, Berlingham, CA, USA, H-3301) in a waterbath that was heated up to 90°*C*. Slides were cooled down at room temperature for 30 min afterwards, washed three times in PBS for 5 min and incubated with a ferritin heavy chain primary antibody (Santa Cruz, Dallas, Texas, USA, sc-14416) over night at 4*°*C at a concentration of 1:500 in 0.3% Triton/PBS (pH 7.4) supplemented with 2% donkey serum. Slides were washed three times in PBS for 5 min, incubated with donkey anti-goat Alexa Fluor-568 secondary antibody (Thermo Fisher, A-11057) at a concentration of 1:500 for 1 hr at 4*°*C. This was followed by another washing step, coverslipping and imaging using a confocal microscope (Zeiss, Germany, LSM 700). Whole mounts were fixed in 4% PFA for 10 min, washed in PBS following antigen retrieval as described above and incubated with primary antibodies for heavy chain ferritin (1:500) and actin (Millipore, Burlington, MA, USA, MAB1501, 1:2000) overnight at 4*°*C in 0.3% Triton/PBS (pH 7.4). This was followed by incubation with secondary antibodies donkey anti-goat Alexa Fluor-568 (Thermo Fisher, A-11057) and donkey anti-mouse Alexa Fluor-488 (Thermo Fisher, A-21202) at a concentration of 1:500 for 1 hr at 4*°*C, before washing and coverslipping. Z-stacks were acquired using a confocal microscope and z-projections with maximum intensity were generated using the ImageJ software.

### cDNA library preparation for RNA sequencing

The cochlear ducts from pigeons (1 year of age) were dissected with titanium tools and transferred to Bird Ringer solution (145 mM NaCl, 5 mM KCl, 1 mM CaCl_2_, 1 mM MgCl_2_, 5 mM Glucose, 20 mM HEPES, DEPC treated Mono Q H_2_O, pH 7.4). The lagenar maculae were removed from the cochlear ducts with a ceramic scalpel blade. The remaining parts of the cochleae were incubated in 0.05% Trypsin:EDTA (GIBCO, Carlsbad CA, USA, 15400–054) at 37°C for 5 min and cut into small pieces. Trypsinization was stopped by adding trypsin inhibitor (0.5 g/100 ml, Sigma Aldrich, T6522-25MG) and recombinant RNAse inhibitor was added to prevent RNA degradation (Takara, Japan, 2313A). Hair cells were screened and isolated by employing a modified, inverted microscope (Zeiss, Axiovert 135), using anmicromanipulator (TransferMan, Eppendorf, Germany, NK2) equipped with glass micropipettes (BioMedical Instruments, Clinton Township, MI, USA, BM100T-15). RNA extractions of 30 isolated hair cells with and without cuticulosomes from nine birds respectively (18 samples in total) were performed using the TRIZOL/Chloroform method and the RNA Clean and Concentrator-5 Kit (Zymo Research, Irvine , CA , USA, R1015). A total of 21 cDNA libraries (18 samples plus three negative controls) were prepared employing a full length RNA-seq from single cells protocol (Picelli et al., 2014). Briefly, this method involved a preamplification of reverse transcribed mRNA using a template switching oligo followed by fragmentation and adaptor ligation using a hyperactive derivative of the Tn5 transposase from the Nextera XT DNA Sample Preparation Kit (Illumina, San Diego, CA, USA, FC-131–1096). Adapter-ligated DNA fragments were amplified by PCR using the Nextera XT DNA Sample Preparation Kit and the Nextera XT 24-index Kit (Illumina, FC-131–1001). The quality of the cDNA in each sample was analyzed using the Agilent High Sensitivity DNA Kit (Agilent Technologies, Santa Clara, CA, USA, 5067–4626) and the Agilent 2100 Bioanalyzer (Agilent Technologies, G2940CA) to ensure that only libraries with high quality were selected for sequencing.

### Sequencing and bioinformatic analysis

cDNA libraries were pooled in equal molarity for multiplexing and sequencing was performed on an Illumina HiSeqV4 system with 50 base pair single-end reads using the True-Seq dual-index sequencing primers for single read runs (Illumina, FC-121–1003). The sequencing data was analyzed using an adapted published protocol (Berger et al., 2012). Briefly, the reads were aligned with TopHat (v1.4.1) (Trapnell et al., 2009) against the *Columba livia* genome (provided by M.D. Shapiro, University of Utah). A maximum of 6 miss matches and introns between 20–150000 bp were allowed. Maximum multihits were set to one and InDels and Microexon-search was permitted. Furthermore, a gene model was implemented as GTF (Shapiro). Aligned reads were subjected to FPKM estimation with Cufflinks (v1.3.0) (Trapnell, Williams et al. 2010, Roberts, Trapnell et al. 2011) and bias detection and correction was performed. Only fragments compatible with annotation were accepted and counted towards the number of mapped hits used in the FPKM denominator. The aligned reads were counted with HTSeq (0.6.1p1) and the transcripts were subjected to differential expression analysis with DESeq2 that incorporates a Benjamini and Hochberg procedure for multiple testing (Anders and Huber, 2010; Love et al., 2014). Transcripts with an FPKM >1 were considered to be expressed. Since cuticulosome and non-cuticulosome cells were collected from the same birds, this was considered via blocking in the differential expression analysis. We define a biological replicate as a separate biological entity, in contrast to a technical replicate which simply involves multiple measurements of the same sample. All transcriptomic analysis involved biological replicates.

### Real time quantitative PCR

To assess the levels of ferritin heavy chain microdissections of the cochlear duct were performed on the distal region of the basilar papillar isolated from birds at hatching, 8 days, 16 days, 30 days and 1 year (n = 3 birds per timepoint). Total RNA from hair cell epithelia was extracted using the RNeasy Mini Kit (Qiagen, Netherlands, 74104) and cDNA was prepared using the QuantiTect Reverse Transcription Kit (Qiagen, 205313). Intron-spanning qPCR primers for each gene of interest were designed using the Primer3Plus program (http://primer3plus.com/cgi-bin/dev/primer3plus). The efficiency of each primer pair was assessed and only primers with efficiency between 90% and 100% were selected for the experiments. Reactions were performed in technical triplicates together with GAPDH and HPRT as control genes and no template controls on a Bio-Rad CFX Connect cycler (Bio-Rad, Hercules, CA, USA, 1855201) using the SsoAdvance Universal SYBR Green Supermix (Bio-Rad, 1725271). Gene expression levels of individual genes were calculated relative to the geometric mean of GAPDH and HPRT. To confirm our transciptomic results qPCR was performed on cDNA libraries prepared from cuticulosome positive and cuticulosome negative cells as described above (n = 8 birds). Statistical analysis was performed using paired one-tailed t-tests followed by Bonferroni correction for multiple comparison.

The following primers were used: pHPRT_F AAATTTGTCGTGGGATACGC; pHPRT_R TACTTCTGCTTCCCCGTCTC; pGAPDH_F TCAATGGGAAACTTACTGGAATGG; pGAPDH_R TCTTAATGTCATCATACTTGGCTGG; pRab5b_F ATGGTGGAGTACGAGGAGG; pRab5b_R AAGAGATCGTTGACGTTCATGG; pRnf128_F ATGTTTGGTATATACGTGACAGCC; pRnf128_R TCTAGAACCATCCAGAAACCAAAC; pFerHeavy_F TACGTGTATCTCAGCATGTCCTAC; pFerHeavy_R TACGTGTATCTCAGCATGTCCTAC.

# Supplementary material for: Subcellular analysis of pigeon hair cells implicates vesicular trafficking in cuticulosome formation and maintenance
**Source:** eLife. 2017 Nov 15;6:e29959. doi: 10.7554/eLife.29959
**Supplement:** Figure 1—source data 1. — This table shows the estimated numbers of total hair cells, total PB +ve hair cells and the percentage of PB +ve hair cells in the basilar papilla and lagenar macula of all pigeons used for the analysis shown in Figure 1c and d and Figure 1—figure supplements 2–6 ‘R’ and”L’ stand for ‘right’ or ‘left’ cochlear duct.

| **Bird** | **Age** | **Basilar papilla** | | | **Lagenar macula** | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **Estimated total hair cell number** | **Estimated PB+ hair cell number** | **% of hair cells that are PB+ve** | **Estimated total hair cell number** | **Estimated PB+ hair cell number** | **% of hair cells that are PB+ve** |
| A63R | 1 day | 9424 | 464 | 4.9 | 5024 | 4 | 0.08 |
| A65L | 1 day | 6016 | 84 | 1.4 | 4772 | 0 | 0 |
| A66L | 1 day | 9920 | 64 | 0.64 | 5752 | 4 | 0.07 |
| A107R | 1 day | 11284 | 332 | 2.9 | 9340 | 8 | 0.09 |
| **Average** |  | 9161 | 236 | 2.46 | 6222 | 4 | 0.06 |
| **SEM** |  | 1119.65 | 97.42 | 0.95 | 1059.89 | 1.63 | 0.019 |
|  |  |  |  |  |  |  |  |
| A80R | 8 days | 12808 | 2252 | 17.6 | 9492 | 20 | 0.21 |
| A211L | 8 days | 13300 | 4044 | 30.4 | 8652 | 36 | 0.42 |
| A212L | 8 days | 11184 | 2572 | 23 | 7252 | 80 | 1.10 |
| **Average** |  | 12430.67 | 2956 | 23.66 | 8465.3 | 45.33 | 0.57 |
| **SEM** |  | 521.99 | 450.53 | 3.03 | 533.44 | 14.65 | 0.22 |
|  |  |  |  |  |  |  |  |
| A113R | 16 days | 13036 | 2880 | 22.09 | 15896 | 220 | 1.38 |
| A114L | 16 days | 15092 | 4472 | 29.63 | 16192 | 212 | 1.31 |
| A115R | 16 days | 15820 | 4424 | 27.96 | 17784 | 144 | 0.81 |
| A116R | 16 days | 16004 | 5716 | 35.72 | 17684 | 80 | 0.45 |
| A117L | 16 days | 15812 | 4640 | 29.34 | 19276 | 100 | 0.52 |
| A118L | 16 days | 10794 | 4575 | 42.38 | 16364 | 200 | 1.22 |
| **Average** |  | 14426.33 | 4451.17 | 31.19 | 17199.33 | 159.33 | 0.95 |
| **SEM** |  | 854.82 | 370.61 | 2.86 | 526.01 | 24.60 | 0.17 |
|  |  |  |  |  |  |  |  |
| A83L | 28-30 days | 14528 | 4928 | 33.92 | 19324 | 104 | 0.54 |
| A84L | 28-30 days | 14880 | 4616 | 31.02 | 17032 | 160 | 0.94 |
| A85R | 28-30 days | 11824 | 4556 | 38.53 | 12312 | 260 | 2.11 |
| A103 | 28-30 days | 11312 | 3512 | 31.05 | 15736 | 240 | 1.53 |
| A108R | 28-30 days | 12124 | 6068 | 50.05 | 15132 | 524 | 3.46 |
| **Average** |  | 12933.6 | 3946.67 | 36.9 | 15907.2 | 214.67 | 1.72 |
| **SEM** |  | 736.44 | 409.64 | 3.56 | 1150.97 | 72.25 | 0.51 |
|  |  |  |  |  |  |  |  |
| A68R | 1 year | 9788 | 3740 | 38.21 | 19340 | 620 | 3.21 |
| A89L | 1 year | 13712 | 2248 | 16.39 | 17740 | 84 | 0.47 |
| A67R | 1 year | 9812 | 1976 | 20.14 | 20184 | 1332 | 6.59 |
| **Average** |  | 11104 | 2654.67 | 24.92 | 19088 | 678.67 | 3.43 |
| **SEM** |  | 1304.02 | 548.32 | 6.74 | 716.68 | 361.46 | 1.77 |

**Figure 1 - source data 1. Quantitation of Prussian blue positive hair cells in the basilar papilla and lagena macula.** This table shows the estimated numbers of total hair cells, total PB+ve hair cells and the percentage of PB+ve hair cells in the basilar papilla and lagenar macula of all pigeons used for the analysis shown in Figure 1c, 1d and Fig. 1-figure supplement 3-7. “R” and ”L” stand for “right” or “left” cochlear duct

# Supplementary material for: Subcellular analysis of pigeon hair cells implicates vesicular trafficking in cuticulosome formation and maintenance
**Source:** eLife. 2017 Nov 15;6:e29959. doi: 10.7554/eLife.29959
**Supplement:** Figure 2—source data 1. — This table shows the percent of cuticulosomes that are surrounded by membranes, associated with vesicles, have a paracrystalline organisation, and those that are incomplete at 1 day, 8 days, 16 days, 30 days and 1 year. Data for 1 year was taken from (Lauwers et al., 2013).

|  | **1 day**  n=4 cuticulosomes  n=3 birds | **8 days**  n=26 cuticulosomes  n=3 birds | **16 days**  n=45 cuticulosomes  n=3 birds | **30 days**  n=17 cuticulosomes  n=3 birds | **1 year**  n=18 cuticulosomes  n=3 birds |
| --- | --- | --- | --- | --- | --- |
| **Membranes** | 25% | 23.08% | 15.56% | 17.64% | 22% |
| **Vesicles** | 100% | 46.15% | 24.44% | 52.94% | 25% |
| **Ordered** | 0% | 19.23% | 17.78% | 17.64% | 16% |
| **Incomplete** | 100% | 34.62% | 22.22% | 17.64% | 7% |

**Figure 2- source data 1. Properties of cuticulosomes at different ages.** This table shows the percent of cuticulosomes that are surrounded by membranes, associated with vesicles, have a paracrystalline organisation, and those that are incomplete at 1 day, 8 days, 16 days, 30 days and 1 year. Data for 1 year was taken from ([Lauwers, Pichler et al. 2013](#_ENREF_39)).

# Supplementary material for: Subcellular analysis of pigeon hair cells implicates vesicular trafficking in cuticulosome formation and maintenance
**Source:** eLife. 2017 Nov 15;6:e29959. doi: 10.7554/eLife.29959
**Supplement:** Figure 5—source data 2. — This table shows a list of adjusted p-values, log2-fold changes and general information about the genes that were significantly, differentially expressed between hair cells with and without cuticulosomesomes.

| **Gene** | **Gene Information** | **Log-2 fold change**  **Cut.pos./Cut.neg.** | **p-value (adjusted)** |
| --- | --- | --- | --- |
| Transcription factor Sp4 | Member of the Sp1-family of zinc finger transcription factors, highly expressed in the developing murine nervous system and the adult brain and required for normal murine development ([Supp, Witte et al. 1996](#_ENREF_29)). 

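The log2 fold changes and adjusted p-values of this table are the authors' own, from their DESeq2 comparison with the bird as a block, and a positive value means higher expression in cuticulosome positive cells. The same comparison in the deposited table called 24 genes higher and 8 lower at an adjusted p under 0.05 among all gene models, of which 18 and 7 had a mean FPKM above 1. Of these, 17 higher and 5 lower genes also changed by more than 3-fold. RAB5B, RNF128 and GYG1 changed by less.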

Transcriptional activator that is activated by Sp1 and repressed by Sp3 in a dose dependent manner ([Hagen, Dennig et al. 1995](#_ENREF_13)). | 5.264689 | 4.50E^-06^ |
| Tumor necrosis factor receptor superfamily member 26 (Tnfrsf26) | Member of the Tumor necrosis factor receptor superfamily which are transmembrane receptors involved in cell growth, differentiation, immune responses and apoptosis ([MacEwan 2002](#_ENREF_23)). Tnfrsf26 is expressed during mouse embryogenesis and in neonatal heart and liver. The exact function of Tnfrsf26 is currently unknown ([Esperón, Cordier et al. 2012](#_ENREF_9)). | 5.529302 | 2.29E^-05^ |
| Ras-related protein Rab-5B | Family member of the Rab GTPase proteins that are involved in several steps of vesicular trafficking. Rab5b in particular is involved in mediating early steps of endocytosis, is localized to membranes of early endosomes and directly interacts with EEA1 which is an essential protein for early endosomal membrane fusion ([Wilson and Wilson 1992](#_ENREF_35), [Callaghan, Nixon et al. 1999](#_ENREF_6)). | 1.468476 | 4.18E^-05^ |
| Protein of unknown function (Cliv_009848) | Unknown | 5.201516 | 0.000491 |
| Steroid hormone receptor ERR2 (Esrrb) | Mutations in the nuclear hormone receptor Esrrb cause autosomal-recessive nonsyndromic hearing impairment in humans ([Collin, Kalay et al. 2008](#_ENREF_7)). Esrrb mediates reprogramming of mouse embryonic fibroblasts into induced pluripotent stem cells together with Oct4 and Sox2 ([Feng, Jiang et al. 2009](#_ENREF_11)), suppresses differentiation and sustains embryonic stem cell self-renewal ([Martello, Sugimoto et al. 2012](#_ENREF_24)). | 3.321123 | 0.007978 |
| Inactive carboxypeptidase-like protein X2 (CPXM2) | Metallocarboxypeptidase that is expressed in mouse brain, liver, kidney and lung ([XIN, DAY et al. 1998](#_ENREF_36)) and has been implicated in cognitive decline in schizophrenia patients ([Hashimoto, Ikeda et al. 2013](#_ENREF_14)) and in inner ear defects and deafness ([Somma, Alger et al. 2012](#_ENREF_28)). | 3.610002 | 0.014618 |
| DNA polymerase epsilon subunit 4 (Pole4) | A histone fold subunit of DNA polymerase epsilon involved in DNA transcription and repair ([Li, Pursell et al. 2000](#_ENREF_22)). | 4.302804 | 0.030966 |
| p53 apoptosis effector related to PMP-22 (PERP) | A tetraspan membrane protein involved in assembly of desmosomal adhesive complexes and epithelial integrity in a p63 dependent manner ([Ihrie, Marques et al. 2005](#_ENREF_15)) and is an apoptosis associated target of p53 ([Ihrie, Reczek et al. 2003](#_ENREF_16)). | 4.262094 | 0.030966 |
| Layilin (LAYN) | Transmembrane hyaluronan receptor that co-localizes with talin in motile membrane ruffles and suggested to be involved in reorganization of the cytoskeleton ([Borowsky and Hynes 1998](#_ENREF_4), [Bono, Rubin et al. 2001](#_ENREF_3)). | 3.919895 | 0.030966 |
| Syntaxin-binding protein 5-like (Stxbp5l) | Shares high sequence homology with Stxbp5 which is regulating syntaxin-1 mediated membrane fusion and neurotransmitter release ([Zhu, Yamakuchi et al. 2014](#_ENREF_39)), is implicated in an autosomal recessive infantile onset neurodegenerative disorder and skin aging ([Le Clerc, Taing et al. 2013](#_ENREF_21), [Kumar, Corbett et al. 2015](#_ENREF_20)). | 3.483331 | 0.030966 |
| Protein phosphatase Slingshot homolog 2 (SSH2) | Member of the F-actin binding slingshot phosphatases which are involved in actin dynamics by dephosphorylation of cofilin ([Niwa, Nagata-Ohashi et al. 2002](#_ENREF_25)). | 3.363531 | 0.030966 |
| G-protein coupled receptor 56 (Gpr56) | Transmembrane protein involved in cell matrix adhesion and regulation of brain development ([Koirala, Jin et al. 2009](#_ENREF_19)). | 3.930622 | 0.032913 |
| Zinc finger protein 385D (Znf385d) | Implicated in commonly comorbid language disorders ([Eicher 2014](#_ENREF_8)). | 2.765318 | 0.036168 |
| Heme-binding protein 2 (Hebp2) | Member of the heme binding protein family initially identified in chicken retina and pineal gland that may play a role in heme biosynthesis and uptake ([Taketani, Adachi et al. 1998](#_ENREF_30), [Zylka and Reppert 1999](#_ENREF_40)) | 2.596865 | 0.036506 |
| Ectonucleoside triphosphate diphosphohydrolase 8 (ENTPD8) | Cell surface located NTPDase that catalyzes the hydrolysis of extracellular nucleotides ([Bigonnesse, Lévesque et al. 2004](#_ENREF_2)) | 3.548147 | 0.040336 |
| Phosphodiesterase 8A (PDE8A) | Involved in the hydrolysis of the second messenger cAMP and in the regulation of RAF1-dependent EGF-activated ERK-signaling ([Wang, Yan et al. 2008](#_ENREF_34), [Brown, Day et al. 2013](#_ENREF_5)) | 3.394331 | 0.043812 |
| Quinone oxidoreductase PIG3 (TP53I3) | Possible involvement in the generation of reactive oxygen species ([Porté, Valencia et al. 2009](#_ENREF_26)). | 2.994202 | 0.043812 |
| Protein of unknown function (CLIV_018774) | Unknown | 3.161477 | 0.045818 |
| Forkhead box protein P1 (FoxP1) | Transcriptional repressor that has possible implication in speech disorders and is a transcriptional regulator of B-cell development ([Teramitsu, Kudo et al. 2004](#_ENREF_31), [van Keimpema, Grüneberg et al. 2014](#_ENREF_33)). | -3.1918198 | 2.29E^-05^ |
| Arachidonate 5-lipoxygenase (Alox5) | Involved in leukotriene biosynthesis and inflammatory processes ([Gilbert, Bartlett et al. 2011](#_ENREF_12)). | -4.0039293 | 0.02250969 |
| E3 ubiquitin-protein ligase RNF128 | Members of this protein family are involved in endocytosis and have been associated with the formation of enlarged Rab5 positive endosomes ([Yamazaki, Schonherr et al. 2013](#_ENREF_38)). | -0.8210262 | 0.02938124 |
| Leucine-rich repeat-containing protein 3B (LRRC3B) | Identified as a putative tumor suppressor gene in gastric cancer ([Kim, Kim et al. 2008](#_ENREF_18)). | -3.9681559 | 0.03096639 |
| Glycogenin-1  (Gyg1) | Involved in glycogen metabolism and implicated in glycogen storage diseases ([Fanin, Torella et al. 2015](#_ENREF_10), [Akman, Aykit et al. 2016](#_ENREF_1)). | -0.8546099 | 0.03291268 |
| Oxysterol-binding protein-related protein 2  (Osbpl2) | Involved in cellular lipid homeostasis, sterol signaling and vesicular trafficking ([Raychaudhuri and Prinz 2010](#_ENREF_27)). Specifically expressed in the stereocilia of hair cells and implicated in autosomal dominant hearing loss and progressive non syndromic hearing loss ([Xing, Yao et al. 2014](#_ENREF_37), [Thoenes, Zimmermann et al. 2015](#_ENREF_32)). | -2.1597405 | 0.03608358 |
| Probable exonuclease mut-7 homolog (EXD3) | Mut-7 is involved in transposon silencing and RNA interference in *C. elegans* ([Ketting, Haverkamp et al. 1999](#_ENREF_17)) | -2.5935553 | 0.04049373 |

**Refences for Figure 5 Source data 2.**

Akman, H. O., Y. Aykit, O. C. Amuk, E. Malfatti, N. B. Romero, M. A. Maioli, R. Piras, S. DiMauro and G. Marrosu (2016). "Late-onset polyglucosan body myopathy in five patients with a homozygous mutation in GYG1." Neuromuscular Disorders **26**(1): 16-20.

Bigonnesse, F., S. A. Lévesque, F. Kukulski, J. Lecka, S. C. Robson, M. J. Fernandes and J. Sévigny (2004). "Cloning and Characterization of Mouse Nucleoside Triphosphate Diphosphohydrolase-8†." Biochemistry **43**(18): 5511-5519.

Bono, P., K. Rubin, J. M. Higgins and R. O. Hynes (2001). "Layilin, a novel integral membrane protein, is a hyaluronan receptor." Molecular biology of the cell **12**(4): 891-900.

Borowsky, M. L. and R. O. Hynes (1998). "Layilin, a novel talin-binding transmembrane protein homologous with C-type lectins, is localized in membrane ruffles." The Journal of cell biology **143**(2): 429-442.

Brown, K. M., J. P. Day, E. Huston, B. Zimmermann, K. Hampel, F. Christian, D. Romano, S. Terhzaz, L. C. Lee and M. J. Willis (2013). "Phosphodiesterase-8A binds to and regulates Raf-1 kinase." Proceedings of the National Academy of Sciences **110**(16): E1533-E1542.

Callaghan, J., S. Nixon, C. Bucci, B. H. Toh and H. Stenmark (1999). "Direct interaction of EEA1 with Rab5b." European journal of biochemistry **265**(1): 361-366.

Collin, R. W., E. Kalay, M. Tariq, T. Peters, B. van der Zwaag, H. Venselaar, J. Oostrik, K. Lee, Z. M. Ahmed and R. Çaylan (2008). "Mutations of ESRRB encoding estrogen-related receptor beta cause autosomal-recessive nonsyndromic hearing impairment DFNB35." The American Journal of Human Genetics **82**(1): 125-138.

Eicher, J. D. (2014). Examining the Genetic Underpinnings of Commonly Comorbid Language Disorders, Yale University.

Esperón, E. d. l. C., G. Cordier and N. Engel (2012). "A genomic reservoir for tnfrsf genes is developmentally regulated and imprinted in the mouse." Epigenetics **7**(6): 626-634.

Fanin, M., A. Torella, M. Savarese, V. Nigro and C. Angelini (2015). "GYG1 gene mutations in a family with polyglucosan body myopathy." Neurology Genetics **1**(3): e21.

Feng, B., J. Jiang, P. Kraus, J.-H. Ng, J.-C. D. Heng, Y.-S. Chan, L.-P. Yaw, W. Zhang, Y.-H. Loh and J. Han (2009). "Reprogramming of fibroblasts into induced pluripotent stem cells with orphan nuclear receptor Esrrb." Nature cell biology **11**(2): 197-203.

Gilbert, N. C., S. G. Bartlett, M. T. Waight, D. B. Neau, W. E. Boeglin, A. R. Brash and M. E. Newcomer (2011). "The structure of human 5-lipoxygenase." Science **331**(6014): 217-219.

Hagen, G., J. Dennig, A. Preiß, M. Beato and G. Suske (1995). "Functional analyses of the transcription factor Sp4 reveal properties distinct from Sp1 and Sp3." Journal of Biological Chemistry **270**(42): 24989-24994.

Hashimoto, R., M. Ikeda, K. Ohi, Y. Yasuda, H. Yamamori, M. Fukumoto, S. Umeda-Yano, D. Dickinson, B. Aleksic and M. Iwase (2013). "Genome-wide association study of cognitive decline in schizophrenia." American Journal of Psychiatry **170**(6): 683-684.

Ihrie, R. A., M. R. Marques, B. T. Nguyen, J. S. Horner, C. Papazoglu, R. T. Bronson, A. A. Mills and L. D. Attardi (2005). "Perp is a p63-regulated gene essential for epithelial integrity." Cell **120**(6): 843-856.

Ihrie, R. A., E. Reczek, J. S. Horner, L. Khachatrian, J. Sage, T. Jacks and L. D. Attardi (2003). "Perp is a mediator of p53-dependent apoptosis in diverse cell types." Current biology **13**(22): 1985-1990.

Ketting, R. F., T. H. Haverkamp, H. G. van Luenen and R. H. Plasterk (1999). "Mut-7 of C. elegans, required for transposon silencing and RNA interference, is a homolog of Werner syndrome helicase and RNaseD." Cell **99**(2): 133-141.

Kim, M., J.-H. Kim, H.-R. Jang, H.-M. Kim, C.-W. Lee, S.-M. Noh, K.-S. Song, J.-S. Cho, H.-Y. Jeong and Y. Hahn (2008). "LRRC3B, encoding a leucine-rich repeat-containing protein, is a putative tumor suppressor gene in gastric cancer." Cancer research **68**(17): 7147-7155.

Koirala, S., Z. Jin, X. Piao and G. Corfas (2009). "GPR56-regulated granule cell adhesion is essential for rostral cerebellar development." Journal of Neuroscience **29**(23): 7439-7449.

Kumar, R., M. A. Corbett, N. J. Smith, L. A. Jolly, C. Tan, D. J. Keating, M. D. Duffield, T. Utsumi, K. Moriya and K. R. Smith (2015). "Homozygous mutation of STXBP5L explains an autosomal recessive infantile-onset neurodegenerative disorder." Human molecular genetics **24**(7): 2000-2010.

Le Clerc, S., L. Taing, K. Ezzedine, J. Latreille, O. Delaneau, T. Labib, C. Coulonges, A. Bernard, S. Melak and W. Carpentier (2013). "A genome-wide association study in Caucasian women points out a putative role of the STXBP5L gene in facial photoaging." Journal of Investigative Dermatology **133**(4): 929-935.

Li, Y., Z. F. Pursell and S. Linn (2000). "Identification and cloning of two histone fold motif-containing subunits of HeLa DNA polymerase ε." Journal of Biological Chemistry **275**(30): 23247-23252.

MacEwan, D. J. (2002). "TNF receptor subtype signalling: differences and cellular consequences." Cellular signalling **14**(6): 477-492.

Martello, G., T. Sugimoto, E. Diamanti, A. Joshi, R. Hannah, S. Ohtsuka, B. Göttgens, H. Niwa and A. Smith (2012). "Esrrb is a pivotal target of the Gsk3/Tcf3 axis regulating embryonic stem cell self-renewal." Cell stem cell **11**(4): 491-504.

Niwa, R., K. Nagata-Ohashi, M. Takeichi, K. Mizuno and T. Uemura (2002). "Control of actin reorganization by Slingshot, a family of phosphatases that dephosphorylate ADF/cofilin." Cell **108**(2): 233-246.

Porté, S., E. Valencia, E. A. Yakovtseva, E. Borràs, N. Shafqat, J. É. Debreczeny, A. C. Pike, U. Oppermann, J. Farrés and I. Fita (2009). "Three-dimensional structure and enzymatic function of proapoptotic human p53-inducible quinone oxidoreductase PIG3." Journal of Biological Chemistry **284**(25): 17194-17205.

Raychaudhuri, S. and W. A. Prinz (2010). "The diverse functions of oxysterol-binding proteins." Annual review of cell and developmental biology **26**: 157-177.

Somma, G., H. M. Alger, R. M. McGuire, J. D. Kretlow, F. R. Ruiz, S. A. Yatsenko, P. Stankiewicz, W. Harrison, E. Funk and A. Bergamaschi (2012). "Head bobber: an insertional mutation causes inner ear defects, hyperactive circling, and deafness." Journal of the Association for Research in Otolaryngology **13**(3): 335-349.

Supp, D. M., D. P. Witte, W. W. Branford, E. P. Smith and S. S. Potter (1996). "Sp4, a member of the Sp1-family of zinc finger transcription factors, is required for normal murine growth, viability, and male fertility." Developmental biology **176**(2): 284-299.

Taketani, S., Y. Adachi, H. Kohno, S. Ikehara, R. Tokunaga and T. Ishii (1998). "Molecular characterization of a newly identified heme-binding protein induced during differentiation of urine erythroleukemia cells." Journal of Biological Chemistry **273**(47): 31388-31394.

Teramitsu, I., L. C. Kudo, S. E. London, D. H. Geschwind and S. A. White (2004). "Parallel FoxP1 and FoxP2 expression in songbird and human brain predicts functional interaction." Journal of Neuroscience **24**(13): 3152-3163.

Thoenes, M., U. Zimmermann, I. Ebermann, M. Ptok, M. A. Lewis, H. Thiele, S. Morlot, M. M. Hess, A. Gal and T. Eisenberger (2015). "OSBPL2 encodes a protein of inner and outer hair cell stereocilia and is mutated in autosomal dominant hearing loss (DFNA67)." Orphanet journal of rare diseases **10**(1): 15.

van Keimpema, M., L. J. Grüneberg, M. Mokry, R. van Boxtel, J. Koster, P. J. Coffer, S. T. Pals and M. Spaargaren (2014). "FOXP1 directly represses transcription of proapoptotic genes and cooperates with NF-κB to promote survival of human B cells." Blood **124**(23): 3431-3440.

Wang, H., Z. Yan, S. Yang, J. Cai, H. Robinson and H. Ke (2008). "Kinetic and structural studies of phosphodiesterase-8A and implication on the inhibitor selectivity." Biochemistry **47**(48): 12760.

Wilson, D. B. and M. P. Wilson (1992). "Identification and subcellular localization of human rab5b, a new member of the ras-related superfamily of GTPases." Journal of Clinical Investigation **89**(3): 996-1005.

XIN, X., R. DAY, W. DONG, Y. LEI and L. D. FRICKER (1998). "Identification of mouse CPX-2, a novel member of the metallocarboxypeptidase gene family: cDNA cloning, mRNA distribution, and protein expression and characterization." DNA and cell biology **17**(10): 897-909.

Xing, G., J. Yao, B. Wu, T. Liu, Q. Wei, C. Liu, Y. Lu, Z. Chen, H. Zheng and X. Yang (2014). "Identification of OSBPL2 as a novel candidate gene for progressive nonsyndromic hearing loss by whole-exome sequencing." Genetics in Medicine **17**(3): 210-218.

Yamazaki, Y., C. Schonherr, G. K. Varshney, M. Dogru, B. Hallberg and R. H. Palmer (2013). "Goliath family E3 ligases regulate the recycling endosome pathway via VAMP3 ubiquitylation." EMBO J **32**(4): 524-537.

Zhu, Q., M. Yamakuchi, S. Ture, M. de la Luz Garcia-Hernandez, K. A. Ko, K. L. Modjeski, M. B. LoMonaco, A. D. Johnson, C. J. O’Donnell, Y. Takai, C. N. Morrell and C. J. Lowenstein (2014). "Syntaxin-binding protein STXBP5 inhibits endothelial exocytosis and promotes platelet secretion." Journal of Clinical Investigation **124**(10): 4503-4516.

Zylka, M. J. and S. M. Reppert (1999). "Discovery of a putative heme-binding protein family (SOUL/HBP) by two-tissue suppression subtractive hybridization and database searches." Molecular brain research **74**(1): 175-181.

# Supplementary material for: Subcellular analysis of pigeon hair cells implicates vesicular trafficking in cuticulosome formation and maintenance
**Source:** eLife. 2017 Nov 15;6:e29959. doi: 10.7554/eLife.29959
**Supplement:** Figure 5—source data 3. — This table shows all GO terms (cellular component) that were significantly enriched in genes that were upregulated in cuticulosome positive hair cells (>3 fold).

| **GO Term**  **(cellular component)** | **GO Accession Number** | **Fold Enrichment** | **P-value** |
| --- | --- | --- | --- |
| extracellular vesicle | GO:1903561 | 1.68 | 2.77E^-02^ |
| extracellular organelle | GO:0043230 | 1.68 | 3.01E^-02^ |
| extracellular exosome | GO:0070062 | 1.66 | 4.35E^-02^ |
| extracellular region part | GO:0044421 | 1.50 | 4.84E^-02^ |
| cytoplasmic part | GO:0044444 | 1.41 | 6.39E^-05^ |
| organelle | GO:0043226 | 1.36 | 1.13E^-10^ |
| membrane-bounded organelle | GO:0043227 | 1.36 | 7.35E^-09^ |
| intracellular membrane-bounded organelle | GO:0043231 | 1.35 | 1.42E^-05^ |
| intracellular organelle | GO:0043229 | 1.33 | 9.25E^-07^ |

**Figure 5- source data 3.** **GO enrichment analysis for “cellular component”.** This table shows all GO terms (cellular component) that were significantly enriched in genes that were upregulated in cuticulosome positive hair cells (>3-fold).

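The fold enrichment in this table compares how often a term is attached to the upregulated genes with how often it is attached to the genes of the background. The list behind it was chosen by the size of the change alone, without a threshold on the adjusted p-value. Of the 386 genes that fulfil this criterion in the deposited comparison, 191 also had an unadjusted p under 0.05 in limma.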

# Supplementary material for: Subcellular analysis of pigeon hair cells implicates vesicular trafficking in cuticulosome formation and maintenance
**Source:** eLife. 2017 Nov 15;6:e29959. doi: 10.7554/eLife.29959
**Supplement:** Figure 5—source data 4. — This table shows all GO terms (molecular function) that were significantly enriched in genes that were upregulated in cuticulosome positive hair cells (>3 fold).

| **GO Term**  **(molecular function)** | **GO Accession Number** | **Fold Enrichment** | **P-value** |
| --- | --- | --- | --- |
| enzyme binding | GO:0019899 | 1.88 | 8.46E^-03^ |
| [hydrolase activity](http://amigo.geneontology.org/amigo/term/GO:0016787) | GO:0016787 | 1.72 | 3.27E^-02^ |
| [metal ion binding](http://amigo.geneontology.org/amigo/term/GO:0046872) | GO:0046872 | 1.69 | 1.55E^-03^ |
| [cation binding](http://amigo.geneontology.org/amigo/term/GO:0043169) | GO:0043169 | 1.68 | 1.35E^-03^ |
| [ion binding](http://amigo.geneontology.org/amigo/term/GO:0043167) | GO:0043167 | 1.58 | 3.26E^-05^ |
| [catalytic activity](http://amigo.geneontology.org/amigo/term/GO:0003824) | GO:0003824 | 1.56 | 2.37E^-05^ |
| protein binding | GO:0005515 | 1.42 | 1.04E^-05^ |
| binding | GO:0005488 | 1.33 | 1.89E^-09^ |

**Figure 5- source data 4.** **GO enrichment analysis for “molecular function”.** This table shows all GO terms (molecular function) that were significantly enriched in genes that were upregulated in cuticulosome positive hair cells (>3-fold).

How the deposited data were processed for this re-analysis (not part of the article)

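RNA of hair cells with and without cuticulosomes from the cochlear duct of 9 birds was measured in 18 libraries, 1 of each cell type per bird. The authors aligned the reads with TopHat, estimated FPKM with Cufflinks including its bias correction, counted reads with HTSeq and compared the cell types by DESeq2 with the bird as a block. They deposited 1 table that holds the FPKM of 20918 gene models in each library and, from the authors' DESeq2 comparison, the mean signal of each gene as counts divided by size factors, the log2 fold change with its standard error, the Wald score, the p-value and the adjusted p-value. The FPKM values were used as deposited. The authors' columns were used for comparison with the paper and for its gene lists. The table holds no counts per library.

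The design set before the data were examined assumed counts and named limma on log2(FPKM + 1) for a table without them. This was done with limma 3.58.1 in R 4.3.3, with a pseudocount of 1, the bird as a block and an intensity trend in the empirical Bayes step. Genes with a mean FPKM above 1, the paper's own definition of expressed, were tested, 11393 in all, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. More than 3-fold means a log2 fold change of limma past the binary logarithm of 3, whatever its p. The pairing of libraries comes from the bird numbers in the sample labels. Variation of the difference between the 3 sequencing runs was tested by the interaction of cell type and run. Gene lists were tested by camera, and gene ontology terms of the table by Fisher's exact test. Single measures were compared by the exact two-sided sign-flip permutation test over the sign patterns of the 9 birds. It used paired differences of log2(FPKM + 1) for genes and sums of markers. For genes detected the number itself was used, and for depth its log2 value. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the other steps.

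The limma step was tested on simulated data for 11393 genes, of which 200 were changed, as were the depth estimate and the test of terms. The number of reads behind each value is unknown; relative depth was estimated from the steps of the lowest FPKM values, and no counting error was computed. The genes named are those that the paper names for this experiment, in its figure and in its list of 25 genes, and the 5 genes with the smallest p in each direction; members of gene lists are named where the list is reported. Alternatives set before the data were examined were a fit without the block, a fit with the sequencing run in place of the bird, no filter on expression, robust variance estimation, each bird and each run left out, other definitions of an expressed transcript, and medians in place of means. Scaling of the FPKM by the upper quartile or by median ratios, a pseudocount of 0.1, no trend, a stricter filter, exchanged libraries of birds 2 and 3, ratios of mean FPKM, the estimate of depth, the terms for metals, the matched random lists and the gene lists without the genes that the paper calls were added after the data had been examined. The qPCR of the paper and its negative control libraries were not analysed here.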

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

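The tests of explanations in this part were chosen after the results they address had been seen. Within each group of 9 libraries, the highest and the lowest library were set against their nearest neighbour. In 25 of 84 groups the gap, as a part of the whole range, was above Dixon's 95% critical value, where chance gives about 4.2. Many of these groups are genes listed at 0 or near 0 in most libraries, in which a single larger value makes the gap.

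Bird 3 with cuticulosomes had the lowest sum of hair cell markers, 512.1 FPKM (gap over range 0.517), and the highest number of genes with an FPKM above 0, 16008 (0.813). The library lay 5.99 residual SD above the line of genes on relative depth through the other 17 libraries, but this line did not rise with depth and so could not correct for it. Bird 5 without cuticulosomes, with the same relative depth of 1.43, had 9930 genes. An effect of depth on the number of genes in bird 3 could not be tested further. The ratio of supporting cell to hair cell markers was 6.64 in this library, against 0.727 in the next highest one. RNA of supporting cells in the pool is therefore a candidate explanation, as a hypothesis, since it was found and tested on the same library. The design gives no biological explanation for a single bird, and none was tested.

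Bird 3 without cuticulosomes had the highest sum of red blood cell markers, 37337 FPKM (0.662), nearly all of it from HBB and HBAA. The 2 red blood cell genes on the list that are not globins, SLC4A1 and RHAG, were also highest in this library, rank 1 of 18, with 14.3 FPKM against 0.99 in the next highest one. RNA of red blood cells may explain the hemoglobin in this library. A biological explanation was not tested.

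In bird 4 the sum of FPKM was highest both with (0.696) and without cuticulosomes (0.574), and FTH was highest with cuticulosomes at 24741 FPKM (0.609). Divided by the sum of FPKM, the value of FTH still stood apart, with a gap over range of 0.52, so the scale of the FPKM in this library does not by itself account for it. The cause remains open, and no biological explanation was tested for a single bird.

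Bird 3 without cuticulosomes was the highest library of its group for TNFRSF26 (gap over range 1), ESRRB (0.769), CPXM2 (0.988), LAYN (0.994), PERP (1), GPR56 (0.991), HEBP2 (0.613), ENTPD8 (0.622) and TP53I3 (0.826), 9 of the 16 higher genes of the paper that are above 0 in any library without cuticulosomes. Random lists matched on mean FPKM held 2.86 such genes on average, and the 9 genes lie at the percentile 99.9 of 10000 such lists, which were not matched on the number of libraries at 0. Of the paper's 18 higher genes, 9 were also highest in bird 3 among the libraries with cuticulosomes, STXBP5L at 17.7 FPKM for example. This count was not set against matched lists. Without matching, bird 3 with cuticulosomes was the highest library of its group for 16.2% of expressed genes and 30.6% of the authors' 386 higher genes. In that library the gap was above the critical value for ALOX5 (0.943), OSBPL2 (0.498) and HEBP2 (0.81). The log2 fold change of HEBP2 fell from 1.09 to 0.35 without bird 3. A candidate explanation is RNA of other cells in both pools of bird 3 that carries some of these transcripts. The 25 genes were called on the same libraries, so this is a hypothesis.

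Further libraries stood apart for single genes. Bird 6 without cuticulosomes was highest for SP4 (0.97), SSH2 (0.888), ZNF385D (0.583) and SOX2 (0.704), bird 7 without cuticulosomes for STXBP5L (0.612), and bird 5 with cuticulosomes for LRRC3B (0.595) and GFAP (1). Neither technical nor biological explanations were tested for these values.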

How the results depend on the processing

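In limma, 0 genes were higher and 0 lower at an adjusted p under 0.05 under each of the 22 other settings of the comparison, with 372 higher and 229 lower at an unadjusted p under 0.05. The fit without the replicate block had 182 higher and 113 lower genes at an unadjusted p under 0.05, and the pairing of birds 2 and 3 exchanged had 268 and 171. Without the third run there were 239 higher and 261 lower. The simulated data had calls at this number of birds, 85 of 200 changed genes. They had no lower limit of expression, so this need not hold for genes of low FPKM. No gene varied in its difference between sequencing runs at an adjusted p under 0.05 (518 at an unadjusted p under 0.05).

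The genes more than 3-fold higher and lower numbered 84 and 37. They numbered from 89 to 128 and from 35 to 58 with each bird left out, 264 and 131 without the first run, 243 and 69 without the second run, and 148 and 145 without the third run. Settings added after the data had been examined gave 825 and 299 with a pseudocount of 0.1, and 652 and 451 by the ratio of the mean FPKM of the groups, which gave from 660 to 838 and from 455 to 582 with each bird left out. Scaling by the upper quartile gave a share of higher genes of 71.9% and by median ratios 72.4%, against 69.4% as deposited. Except for the third run, for which the tests are given under the other observations, the cause was not tested.

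For iron handling the adjusted p of camera was 0.0382. It was 0.0337 with fry, 0.0546 without the replicate block, 0.27 with genes above 1 FPKM in at least 9 libraries, 0.0644 without the 1 gene model of the list that the paper calls, and from 0.0228 to 0.133 across the fits that each left out one bird. For SNAREs and vesicle fusion it was 0.0382, and 0.0546 without the replicate block, 0.337 with fry, 0.0545 with the stricter filter, and from 0.00909 to 0.0998 with each bird left out. The list of endocytosis and endosomes had an adjusted p of 0.97 and changed its direction without passing the threshold under the stricter filter (0.999933) and in 5 of the fits that left out one bird (adjusted p from 0.853 to 0.953). Over the 9 fits that each left out one bird the adjusted p ranged from 0.62 to 0.984. The stricter filter and the lists without the paper's genes were added after the data had been examined. The cause was not tested for these changes, apart from the filter and bird 3.

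The mean difference in genes detected was 865 (p = 0.0156 in the exact paired test) and did not pass 0.05 in the unpaired permutation test without the replicate block, p = 0.323 for the same 865 genes. It was 408 genes at an FPKM above 1 (exact p = 0.109; 551 without bird 4, exact p = 0.0313), and from 624 to 985 with each bird left out. The mean difference in log2 relative depth was -0.31 and ran from -0.42 to -0.21 with each bird left out, past 0.05 without bird 3 (exact p = 0.0156). The difference in FTH on the log2 scale ran from -0.0302 to 0.13, the first without bird 4. The rank of FTH ran from 1 to 2 in both cell types with each bird left out. The log2 fold change of SSH2 was -0.25 without the first run, against 0.82. The enrichment of metal ion binding, 1.45-fold, was 1.58-fold for the union of 7 terms chosen after the data had been examined. The cause was not tested. In the other 932 comparisons of a result with an alternative, the direction and the side of the threshold, the value within its spread, or a count within 1.5 times, stayed. Of these, 743 were on single genes or levels of markers. No setting gave a single gene an adjusted p under 0.05, so the unchanged side of the threshold is no sign of stability there.

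Alternatives that need counts could not be run on the FPKM used here: the quasi-likelihood test of edgeR, the Wald test of DESeq2 with and without its fold change prior, voom, normalization of counts, filters on counts, and shares of all counts. A value of 0 in the table need not mean that a gene was not expressed: CALB1, among the highest transcripts, was listed at 0 in 1 library.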

Differences from the paper's values

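In limma, 84 genes were more than 3-fold higher with cuticulosomes, against the paper's 387, and 37 more than 3-fold lower, against the paper's 121. These counts rest on unlike measures, since the paper's fold changes come from counts and those of limma from log2(FPKM + 1). The added 1 shrinks the changes of genes of low FPKM. With a pseudocount of 0.1, a setting added later, the counts of limma were 825 and 299. Of the alternatives set before the data were examined, leaving out the first run gave 264 and 131 genes, within 1.5 times of the paper's values, and leaving out the third run gave 145 lower genes, also within that range. None of the other alternatives set before the data were examined came as close. At an adjusted p under 0.05 there were 0 genes higher, against the paper's 18, and 0 lower, against the paper's 7. None of the alternatives set before the data were examined changed these counts. Adjusted over the paper's 25 genes alone, 22 were under 0.05 in limma, a list that was called on the same libraries. The authors' deposited comparison itself holds 386 and 121 genes changed by more than 3-fold, and 18 and 7 genes at an adjusted p under 0.05, among gene models with a mean FPKM above 1.

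The paper's fold changes come from counts, while those of limma rest on log2(FPKM + 1). The added 1 shrinks the changes of genes of low FPKM, and 16 of the 25 genes had a mean FPKM under 5. The log2 fold changes of limma for 21 of the paper's 25 genes differed from the paper's by more than the larger standard error, and 24 of the 25 were smaller in size. For higher genes they were 1.71 for SP4 (the paper's 5.26), 1.44 for TNFRSF26 (the paper's 5.53), 1.62 for CLIV_009848 (the paper's 5.20), 1.28 for CPXM2 (the paper's 3.61), 1.53 for STXBP5L (the paper's 3.48), 1.50 for LAYN (the paper's 3.92), 1.06 for PERP (the paper's 4.26), 0.82 for SSH2 (the paper's 3.36) and 1.19 for POLE4 (the paper's 4.30). They were 1.47 for GPR56 (the paper's 3.93), 1.72 for ZNF385D (the paper's 2.77), 1.09 for HEBP2 (the paper's 2.60), 0.96 for ENTPD8 (the paper's 3.55), 1.16 for TP53I3 (the paper's 2.99), 1.46 for PDE8A (the paper's 3.39) and 1.20 for CLIV_018774 (the paper's 3.16). For lower genes they were -1.50 for FOXP1 (the paper's -3.19), -1.37 for ALOX5 (the paper's -4.00), -1.61 for LRRC3B (the paper's -3.97), -1.38 for OSBPL2 (the paper's -2.16) and -1.68 for EXD3 (the paper's -2.59). Of the 16 alternatives set before the data were examined, leaving out bird 3 (-1.71) or the third run (-1.59) brought OSBPL2 within the larger standard error of the paper's value, and leaving out the third run did so for ZNF385D (2.36). None of these alternatives did so for the remaining genes. ESRRB, which lay within the larger standard error of the paper's 3.32 at 2.66, lay outside it under 6 of the 16 alternatives, those without bird 5, 6, 7 or 9 and without the second or the third run, with values from 2.22 to 2.49. A pseudocount of 0.1, chosen after seeing the values, brought 11 of the 21 genes within the larger standard error: FOXP1 (-2.88), STXBP5L (2.95), LAYN (3.34), LRRC3B (-3.55), OSBPL2 (-2.10), ZNF385D (2.45), HEBP2 (1.74), EXD3 (-2.43), TP53I3 (2.43), PDE8A (2.88) and CLIV_018774 (2.45).

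For gene ontology terms in the table itself, intracellular membrane-bounded organelle was attached to 0 of the 210 genes with a term, an enrichment of 0 against the paper's 1.35, and cation binding to 1 of them, an enrichment of 7.09 against the paper's 1.68. These terms are attached to 2 and 4 expressed genes, too few for a comparison with the paper's values. No alternative set before the data were examined applies to them.

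The paper places FTH as the transcript next to the highest in both cell types. By mean FPKM it ranked 1 with and 2 without cuticulosomes, and with bird 3 or bird 4 left out it ranked 2 with cuticulosomes. The paper gives the light chain an upper bound of 11 FPKM, and its mean over the 18 libraries was 12.0 FPKM (13.4 FPKM with and 10.5 FPKM without cuticulosomes). For FTH the paper gives a lower bound of 11000 FPKM. Its mean was 11104 FPKM over the 18 libraries, above that bound, with 11588 FPKM with and 10619 FPKM without cuticulosomes. Among the 20 highest transcripts of the deposited values are ATP1B4 with and HBAA and AKR1B1 without cuticulosomes, which the figure of the paper does not show. In the supplementary table of expression the libraries without cuticulosomes of birds 2 and 3 stand in each other's place relative to the deposited table, 2 of 18 columns over the 1648 genes compared.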

Other observations

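The tests of explanations in this part were chosen after the results they address had been seen, apart from the exchanges of libraries, whose form was set before. For these, the 2 libraries of a bird exchanged their cell type in some of the 9 birds, and 100 of the 256 distinct exchanges were drawn, the real assignment included. Of the 100, 10 gave as many genes at an unadjusted p under 0.05 as the real one (601), 30 as many genes more than 3-fold changed (121), and 32 as large a difference between the numbers of higher and lower genes. All 100 gave at least the 0 genes at an adjusted p under 0.05, as any exchange must. For the difference between sequencing runs, 100 of 280 groupings of the birds into 3 runs were drawn: 32 of them gave as many genes at an unadjusted p under 0.05 (518), and all 100 at least the 0 genes at an adjusted p under 0.05.

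More genes were more than 3-fold higher than lower, 84 against 37. Across the other 99 exchanges the difference between these numbers rose with the difference in genes detected (Pearson r = 0.66), so that the direction may follow the number of genes detected in the libraries. As far as the estimated depth holds, greater depth with cuticulosomes is not the source, since the mean difference in log2 relative depth was -0.31. Without the third run the share of higher genes was 50.5%, and fitted by itself this run had 967 higher and 362 lower genes, against 499 and 329 in the first and 559 and 671 in the second run. Leaving out bird 3 gave a share of 67.4%, so RNA of other cells in its library is not needed for the difference. The number of genes detected, the third run and the assignment by chance remain as explanations, and a biological one cannot be told apart from them.

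The list of SNAREs and vesicle fusion was lower with cuticulosomes, and 3 of the 100 exchanges gave as small a p in camera. Its p was 0.012 without bird 3 (adjusted p = 0.036), so RNA of other cells in this bird does not account for it. Among genes above 1 FPKM in at least 9 libraries the p was 0.0182 but the adjusted p 0.0545, so a part of genes listed at 0 is not excluded. Because fry gave an adjusted p of 0.337 and several fits without one bird did not pass 0.05, a lower expression of this list in hair cells with cuticulosomes is a hypothesis. Explanations by gene length or GC content were not tested, for want of these values. For iron handling 7 of the 100 exchanges gave as small a p, and among genes above 1 FPKM in at least 9 libraries the p of camera was 0.18. Without bird 3, in which HEBP2, a gene of the list, reached 518 FPKM with cuticulosomes, it was 0.0668. It was higher still without bird 4 (0.0801) or bird 8 (0.0884), and lowest without bird 6 (0.0076). The rise is therefore not specific to bird 3, and this test cannot single out RNA of other cells in that bird. The result may rest on genes near the limit of detection or on chance, and a part of RNA of other cells in bird 3 is not excluded. RNA of other cells across the other birds was not tested for this list. The sum of red blood cell markers was higher with cuticulosomes in 7 of 9 birds (exact sign-flip permutation test, p = 0.359). For endocytosis and endosomes 95 of the 100 exchanges gave as small a p.

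A union of 7 metal ion binding terms, put together after the data had been examined, was more frequent among the authors' genes more than 3-fold higher than among expressed genes. With 37 genes the list lay at the percentile 97.8 of 10000 random lists matched on mean FPKM (mean 26.8 genes). Lists of equally low mean FPKM thus held fewer such genes on average. Because the union was chosen after the data had been examined, this percentile does not exclude a part of low expression. The authors' genes more than 3-fold lower showed no such enrichment, with 6 of 66 genes, 0.816-fold (Fisher's exact p = 0.843), but this list is short. Set directly against each other, the higher and the lower genes gave an exact p of 0.12, so whether the terms are a property of variable genes in either direction cannot be told. Since 0 of 196 single terms passed an adjusted p under 0.05 (5 had an unadjusted p under 0.05) and the genes more than 3-fold higher in limma gave 0.921-fold, the enrichment depends on the grouping and on the list.

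OSBPL2 and HRH3 have neighbouring identifiers on scaffold 36 and were both lower with cuticulosomes. Reads shared between the gene models could make them change together, but over the 9 birds their paired differences had a Pearson r of 0.227 (exact permutation p = 0.557) and a Spearman rho of 0.417 (exact permutation p = 0.27), and r was 0.243 without the 2 birds farthest from the median. With 9 birds this cannot be told.

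The exchange of 2 libraries between the supplementary and the deposited table was set against the correlation of deviations from the group means. For birds 2 and 3 it averaged 0.376 in the pairs of the deposited table and -0.0561 in the crossed pairs, which is consistent with labels exchanged in the supplementary table.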
